# Wnt signal-dependent antero-posterior specification of early-stage CNS primordia modeled in EpiSC-derived neural stem cells

**DOI:** 10.3389/fcell.2023.1260528

**Published:** 2024-02-09

**Authors:** Kae Nakamura, Yusaku Watanabe, Claire Boitet, Sayaka Satake, Hideaki Iida, Koya Yoshihi, Yasuo Ishii, Kagayaki Kato, Hisato Kondoh

**Keywords:** epiblst, CNS primordia, anteroposterior regionalization, CNS subdivisions, Wnt signaling

## Abstract

The specification of the embryonic central nervous system (CNS) into future brain (forebrain, midbrain, or hindbrain) and spinal cord (SC) regions is a critical step of CNS development. A previous chicken embryo study indicated that anterior epiblast cells marked by *Sox2* N2 enhancer activity are specified to the respective brain regions during the transition phase of the epiblast to the neural plate-forming neural primordium. The present study showed that the SC precursors positioned posterior to the hindbrain precursors in the anterior epiblast migrated posteriorly in contrast to the anterior migration of brain precursors. The anteroposterior specification of the CNS precursors occurs at an analogous time (∼E7.5) in mouse embryos, in which an anterior-to-posterior incremental gradient of Wnt signal strength was observed. To examine the possible Wnt signal contribution to the anteroposterior CNS primordium specification, we utilized mouse epiblast stem cell (EpiSC)-derived neurogenesis in culture. EpiSCs maintained in an activin- and FGF2-containing medium start neural development after the removal of activin, following a day in a transitory state. We placed activin-free EpiSCs in EGF- and FGF2-containing medium to arrest neural development and expand the cells into neural stem cells (NSCs). Simultaneously, a Wnt antagonist or agonist was added to the culture, with the anticipation that different levels of Wnt signals would act on the transitory cells to specify CNS regionality; then, the Wnt-treated cells were expanded as NSCs. Gene expression profiles of six NSC lines were analyzed using microarrays and single-cell RNA-seq. The NSC lines demonstrated anteroposterior regional specification in response to increasing Wnt signal input levels: forebrain-midbrain-, hindbrain-, cervical SC-, and thoracic SC-like lines. The regional coverage of these NSC lines had a range; for instance, the XN1 line expressed Otx2 and En2, indicating midbrain characteristics, but additionally expressed the SC-characteristic Hoxa5. The ranges in the anteroposterior specification of neural primordia may be narrowed as neural development proceeds. The thoracic SC is presumably the posterior limit of the contribution by anterior epiblast-derived neural progenitors, as the characteristics of more posterior SC regions were not displayed.

## Introduction

CNS development initiates when the Sox2 N2 enhancer is activated in the anterior epiblast (Iwafuchi-Doi et al., 2011). The N2 enhancer was identified in a systematic survey of an array of chicken enhancers regulating the *Sox2* gene expression and characterized as the one that is activated first among the enhancers and in the entire anterior epiblast preceding the neurogenesis-associated *Sox2* expression (Uchikawa et al., 2003). The N2 enhancer sequence is located upstream of the *Sox2* gene (∼4 kb in the mouse, ∼3 kb in the chicken, and ∼1.5 kb in zebrafish) (Uchikawa et al., 2004; Kamachi et al., 2009; Okamoto et al., 2015), and is conserved from mammals to fish in the regulation and function during the developmental stages from anterior epiblast to the early neural tube development. The N2 enhancer sequence is included in the telencephalic enhancer of later embryonic stages determined by Zappone et al. (2000), suggesting that N2 activity becomes later involved in the regulation of telencephalic development.

The N2 enhancer is activated by the combined action of Otx2, Zic2/3, and Pou3/5 transcription factors (TFs) (Iwafuchi-Doi et al., 2012). Because the Zic2/3 (Elms et al., 2004; Iida et al., 2020) and Pou3/5 genes (Lavial et al., 2007; Iwafuchi-Doi et al., 2012) are more widely expressed than Otx2 (Chapman et al., 2002; Iwafuchi-Doi et al., 2012) in both mouse and chicken embryos, the activity distribution of the N2 enhancer reflects Otx2 expression. The mouse N2 enhancer sequence was regulated correctly in the chicken and zebrafish embryos concerning the spatial distribution of the enhancer activity in the anterior epiblast, neural plate, and nascent neural tubes (Iwafuchi-Doi et al., 2011). The loss of the N2 enhancer activity in the mouse embryos (targeted deletion) and in zebrafish [*Pou5f2* (*Spg*) mutation] resulted in the loss of the *Sox2* activation in the anterior epiblast (Iwafuchi-doi et al., 2011).

In chicken embryos, the N2 enhancer is activated in the anterior epiblast from the start, at early st. 5 in chicken embryos (∼20 h of incubation) (Uchikawa et al., 2003; Yoshihi et al., 2022a). In contrast, in mouse embryos, the N2 is activated in the entire epiblast at E6.5, but after E7, the N2 enhancer activity is cleared in the posterior epiblast, presumably reflecting the loss of Otx2 expression in the region (Iwafuchi-Doi et al., 2012), indicating that N2 enhancer-dependent *Sox2* regulation becomes similar to the chicken embryo from E7.

A critical feature of the N2-dependent *Sox2* expression at the anterior epiblast stage is that the *Sox2* expression occurs in the medial region of the N2 enhancer-active epiblast that approximates the neural plate-forming region of the anterior epiblast, leaving more distal region corresponding roughly the head ectoderm-forming region of the anterior epiblast (Iwafuchi-Doi et al., 2011; Yoshihi et al., 2022b). However, the entire anterior epiblast with the N2 enhancer activation has the potential to develop into the neural plate, as the anterior mesendoderm was grafted at the periphery of the anterior epiblast elicited the *Sox2*-expressing secondary brain development from the initially *Sox2*-negative epiblast (Yoshihi et al., 2022a). This secondary brain development does not occur in the posterior epiblast lacking the N2 enhancer activation. Taken together, the N2 enhancer activation potentiates neural Sox2 expression.

A previous study using chicken embryos with randomly EGFP-labeled epiblast cells and tracing back the initial epiblast positions of the forebrain (FB), midbrain (MB), and hindbrain (HB) precursors (Yoshihi et al., 2022a) indicated that these precursors are arranged in anterior-to-posterior order in the ∼700 µm anteroposterior span in the N2 enhancer-active anterior epiblast. These brain portion precursors then converge toward the midline and form the neural plate at st. 6 (∼25 h of incubation), and CNS development starts (Yoshihi et al., 2022a). These brain portion precursors in the anterior epiblast were regionally specified at least grossly. This specification was indicated by the experiments in which a second convergence site for the brain precursors was created by transplanting anterior mesendoderm (AME) ectopically; it gathered only a fraction of the CNS-portion precursors. The second brain consisted only of the portions where the ectopic AME successfully gathered the precursors (Yoshihi et al., 2022a).

The situation of the mouse embryo seems similar. A cell tracing study in mouse epiblasts indicated that FB, MB, and HB precursors are arranged in anterior-to-posterior order (Cajal et al., 2012). A study using embryonic stem cell-derived neurogenesis *in vitro* indicated that regional specification of the CNS occurs at the epiblast stage (Metzis et al., 2018). Moreover, analysis of randomly labeled cell clones in mouse embryos showed the presence of clones encompassing the brain and anterior spinal cord, supporting the model of anterior epiblast-derived anterior spinal cord tissue (Tzouanacou et al., 2009). One difference is that the brain precursors do not converge onto the midline in mouse embryos (Cajal et al., 2012), presumably reflecting the smaller embryonic width (∼2 mm in chicken embryos vs. ∼200 µm in mouse embryos).

In these previous studies, the focus was on the development of brain portions. However, the present study demonstrates that the anterior spinal cord also originates from the N2-activated anterior epiblast region. The positioning of the spinal cord precursors in the anterior epiblast and their trajectories during the embryonic CNS are analyzed in the first part of the Results section. The anterior epiblast-derived spinal cord tissue occupies the anterior spinal cord. In contrast, the posterior part of the spinal cord develops from neuromesodermal progenitors (NMPs) originating from the posterior epiblast (Takemoto et al., 2006; Takemoto et al., 2011; Kondoh and Takemoto, 2012). NMPs are labeled by the activity of the N1 enhancer, identified in the same *Sox2* enhancer screening as N2 (Uchikawa et al., 2003), and shown to be activated by the combined action of Wnt and Fgf signaling (Takemoto et al., 2006; Takemoto et al., 2011). Additionally, NMPs at the stage of determining the neural or mesodermal fate of the posterior epiblast are characterized by the coexpression of Sox2 and Bra (T) (Kondoh et al., 2016). However, NMPs are beyond the scope of this study.

Given all this, how does the anterior-to-posterior regional specification of the CNS precursor occur in the anterior epiblast? In chicken embryos, Wnt8c and other Wnt ligands are expressed along the primitive streak in the posterior half of embryos (Chapman et al., 2002). In mouse embryos, Wnt3 is expressed in the posterior, amnion-proximal region at E7.5 (Lewis et al., 2008). We investigated the Wnt signal levels in individual cells of mouse embryos using the WntVis reporter, where the Wnt signal input levels are reflected by EGFP fluorescence intensity (Takemoto et al., 2016). In WntVis reporter embryos at E7.5, the anterior epiblast received Wnt signals in a graded fashion, with higher signal levels at more posterior positions (Takemoto et al., 2016), indicating that Wnt3 ligands emanating from the posterior epiblast created a gradient of Wnt signals received by the anterior epiblast cells. Thus, the differential Wnt signal input emerged as a candidate cue for the anteroposterior specification of the anterior epiblast. Metzis et al. (2018) also showed that culturing E7 mouse embryos in a high concentration (20 µM) of the Wnt agonist CHIR99021 (CHIR) caused anterior expansion of posterior SC-characteristic Cdx2 expression.

The next issue is capturing the initial stage of anteroposterior specification in the anterior epiblast or epiblast-derived earliest neural primordia. We took the approach of producing neural stem cell lines representing the epiblast-derived nascent neural primordium, taking advantage of the mouse epiblast stem cell (EpiSC) lines derived from the mouse epiblast (Brons et al., 2007; Tesar et al., 2007). EpiSC lines established from mouse epiblasts are maintained in culture media containing activin and FGF2. Activin is an experimental replacement for Nodal in mouse embryos that inhibits neural development (Camus et al., 2006). Accordingly, removing activin from the EpiSC culture elicits neural development of the entire EpiSC population (Iwafuchi-Doi et al., 2012). The strategy we used was to capture the earliest stage of neural development in the form of NSC lines and investigate the impact of changing the Wnt signal input.

Regarding the underlying rationale of NSC line production, the culture conditions used to establish and maintain the stem cell lines that represent a transient cell state in embryos are considered to arrest the developmental progression of cells at a particular developmental stage and expand the cells of that stage. Classic examples include mouse ESCs, human ESCs, and mouse EpiSC lines representing the blastocyst inner cell mass, early postimplantation epiblast, and mature epiblast, respectively, which show the arrest of developmental progression of cells at a stage close to the culture-inoculated embryonic tissues (Evans and Kaufman, 1981; Brons et al., 2007; Tesar et al., 2007; Vallier et al., 2009; Matsuda et al., 2017). Neural stem cell (NSC) lines can be established from the embryonic CNS and adult CNS in culture media containing EGF and FGF2 (Tropepe et al., 1999; Ying et al., 2003; Louis et al., 2013). In addition, these NSC lines maintain the features of the original developmental stages and CNS regions, namely, those of the embryonic or adult stages (Louis et al., 2013) and the specific regions of the adult brain (Kallur et al., 2006). Our strategy was to apply neural stem cell-generating culture conditions to the nascent stage of neural primordia with the aim of establishing NSC lines carrying the characteristics of early CNS precursors, including anteroposterior regional specification.

In mouse embryos, the embryonic CNS is finely regionalized, as indicated by the specific expression patterns of TF genes by approximately E10 (Bulfone et al., 1993; Shimamura et al., 1995; Shimamura et al., 1997; Gray et al., 2004; Thompson et al., 2014; Berg et al., 2019; La Manno et al., 2021), and the embryonic CNS regions develop into the functional units of the adult CNS (Thompson et al., 2014; Zeisel et al., 2018; Berg et al., 2019). The initial anteroposterior regional specification precedes the later complex regional specification of the embryonic CNS. The approach we have taken will also be useful in deciphering the processes in the entire regional specification of the embryonic CNS.

## Results

### Distribution and migration of anterior epiblast-derived anterior spinal cord precursors in chicken embryos

In a previous study, we determined the brain precursor map in the anterior epiblast of chicken embryos marked by *Sox2* N2 enhancer activation (Yoshihi et al., 2022a). In this study, we extended the analysis to anterior spinal cord (SC) precursors, also included in the N2 enhancer-marked anterior epiblast (Figures 1AA’). The fundamental technique was to randomly label the chicken embryo epiblast at st. 5 (∼20 h of incubation) by electroporating it with a Supernova vector cocktail at st. 4 (∼18 h of incubation) and to trace cells that contributed to the individual CNS portions at st. 8 (over ∼18 h). The previous analysis indicated that the epiblast regions for the developmental potential of the forebrain (FB), midbrain (MB), and hindbrain (HB) are arranged from anterior to posterior in the anterior epiblast. As shown in Figure 1A’, the SC precursors were mapped posterior to the HB precursors in the anterior epiblast.

**FIGURE 1:**
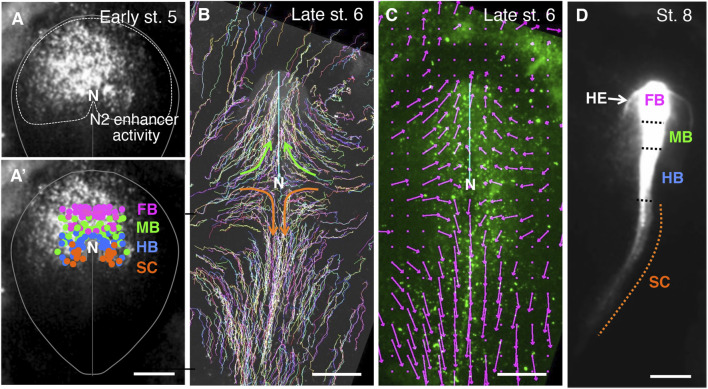
The early-stage setting of anteroposterior regionality in the CNS primordia, as indicated by the cell tracking in chicken embryos. **(A)** the *Sox2* N2 enhancer activity at st. 5 in an embryo electroporated with the N2-tkmCherry vector at st. 4 (Uchikawa et al., 2017). Because the mCherry fluorescence was recorded 2.5 h after vector electroporation, when the fluorescence became first detectable, the fluorescence appeared in a punctate distribution. In addition, to highlight N2 activity in the embryonic periphery, the vector was injected into the left side of the embryo, resulting in left-side-dominant fluorescence at this stage. However, at later developmental stages, the majority of anterior epiblast-derived cells fluoresced. The red channel fluorescence data are shown in grayscale. The oval shape indicates a standard embryogenic region, N, the node position. **(A’)** Distribution of the brain portion (forebrain [FB], midbrain [MB], and hindbrain [B]), and spinal cord (SC) precursor positions in chicken embryos at st. 5 were determined by cell tracing (Yoshihi et al., 2022a), color-coded and superimposed on the N2 enhancer activity shown in **(A)**. **(B)** The epiblast cells at st. 5 were labeled randomly with EGFP fluorescence using the Supernova technique (Yoshihi et al., 2022a), and the trajectories of these cells were drawn up to late st.6 when the CNS precursor cells converged to the midline. The cyan line indicates the position of the anterior mesendoderm eliciting brain precursor convergence. The brain portion precursors migrated medio-anteriorly, as highlighted by green arrows. The SC precursors also converged to the midline but migrated medio-posteriorly, as indicated by the orange arrows. **(C)** Vector presentation of average cell migration rates and directions around the grid points on the epiblast of the same embryo as **(B)** at late st. 6. Grid intervals were 150 µm. Migrations of labeled cells positioned in a grid point-centered circle with a 150 µm radius were averaged over three consecutive frames (−10, 0, and +10 min). An arrow size equivalent to the 500 µm scale bar corresponds to the cell migration rate of 300 µm/h. Note the extensive posterior migration of the SC-forming cells at this stage. **(D)**. Distribution of the N2 enhancer-active cells of the same embryo as in **A** after establishing the CNS portions at st. 8, 18 h after st. 5 shown in **(A)**. The boundaries between the brain portions were assessed by morphological features, while the hindbrain/spinal cord boundary was determined as the position of one somite interval anterior to the first somite (Yoshihi et al., 2022a). All of the FB to the anterior SC were labeled by N2-mCherry. N2 enhancer is activated by Otx2 (Iwafuchi-Doi et al., 2012). The SC precursors were N2 active at st. 5 **(A)** but lacked *Otx2* expression in the posterior midline and forming SC (Chapman et al., 2002). Therefore, the labeling of SC cells by mCherry is due to the carryover of mCherry mRNA and protein after N2 enhancer shutoff; hence, SC labeling is weak. The N2 enhancer-positive cells outside the brain precursors in **A** developed into the head ectoderm (HE).

The SC precursors migrated toward the midline and then posteriorly during early st. 5 to late st. 6, as shown by the trajectory of randomly labeled epiblast cells shown in Figure 1B, where the representative migration paths of the SC precursors are drawn in orange arrows. This migration path contrasts with the anterior migration of the brain precursors after convergence to the midline (green arrows). The vectors in Figure 1C show the average migration directions and velocities around the grid points at the end time point of the trajectories. Fast posterior migration of SC precursors along the midline (138 ± 39 (SD) µm/h) was observed.

The posterior migration of the anterior epiblast-derived SC precursors was reflected by the distribution of cells labeled by N2-activated mCherry, as shown in Figure 1D. The most posteriorly located SC precursors migrated over an axial distance of 2 mm; no more posterior labeling was observed (Figure 1D), indicating that the anterior epiblast-derived cells resided only in the anterior spinal cord. N2 enhancer activity depends on Otx2 activity (Iwafuchi-Doi et al., 2012; Uchikawa et al., 2017), but Otx2 expression is lost along the posterior migration route of SC precursors (Chapman et al., 2002); hence, the N2-indicating fluorescence declined but allowed tracing of the initially N2-positive cells in the spinal cord (Figure 1D, broken orange line).

In mouse embryos, the N2 enhancer-active region of the epiblast and forming neural tissues change analogously to the chicken embryos after E7 (Iwafuchi-Doi et al., 2011). In addition, analysis of stochastically labeled cell clones demonstrated clones comprising the brain and spinal cord subclones (Tzouanacou et al., 2009). Therefore, the mouse embryo anterior epiblast also serves as the origin of the CNS region spanning from the FB to the anterior SC.

### Establishment of NSC lines *in vitro* starting from EpiSCs under differential Wnt signal inputs

EpiSCs are maintained in culture media containing FGF2 and activin; the latter is an *in vitro* Nodal replacement that inhibits neural development (Camus et al., 2006). EpiSCs enter the neurogenetic process after removing activin/Nodal signaling and develop into neurons and glial cells (Brons et al., 2007; Tesar et al., 2007; Iwafuchi-Doi et al., 2012). A detailed analysis of the change in the gene expression profiles after activin removal indicated that the first day after activin removal from the culture gives rise to the transitory state between the epiblast state and the neurogenic state: the high Pou5f1 expression level is still maintained, yet neural primordium-characteristic Zeb2 (Sip1) expression (Chng et al., 2010) has started (Iwafuchi-Doi et al., 2012). Therefore, EpiSCs on the first day of activin removal mimic the transition state from the anterior epiblast to the neural primordium in embryos. To capture the neural primordial state immediately after the epiblast-to-neural-primordium transition, we placed activin-free EpiSCs in medium containing EGF and FGF2, which arrests neural development but maintain the cells as early-stage neural primordial cells. As discussed in the Introduction, establishing a stem cell line stabilizes a cell state that is transient in the normal developmental process. As the Wnt signal was a strong candidate agent specifying the anteroposterior regionality in the CNS primordia, we also manipulated Wnt signal levels on the NSC-generating EpiSCs in the following ways: 1) with the addition of Wnt signal antagonist XAV939 (XAV) at 10 µM to the culture medium (low Wnt condition) to obtain cell lines numbered with the prefix XN; 2) without the addition of Wnt antagonist/agonist allowing unconstrained action of cell-endogenous Wnt signaling (medium Wnt condition) for the cell lines with the prefix KN; and 3) with the addition of Wnt signal agonist CHIR at 2 µM (high Wnt condition) for the cell lines with the prefix CN. The cultures were passaged at an interval of 2–3 days on gelatin-coated dishes.

In the first 4–5 days, cells developed as cell clumps loosely attached to the culture dish, and then cells adherent to the gelatin-coated dish started to migrate out of the cell clumps in a week; these cells proliferated well and prevailed in the cultures after serial passages (Figure 2A). The resultant cultures at 4 weeks appeared homogeneous in cell morphology in culture (Figure 2B). All these cell lines exhibited the characteristics of neural stem cell (NSC) lines (Supplementary Table S1), as detailed below.

**FIGURE 2:**
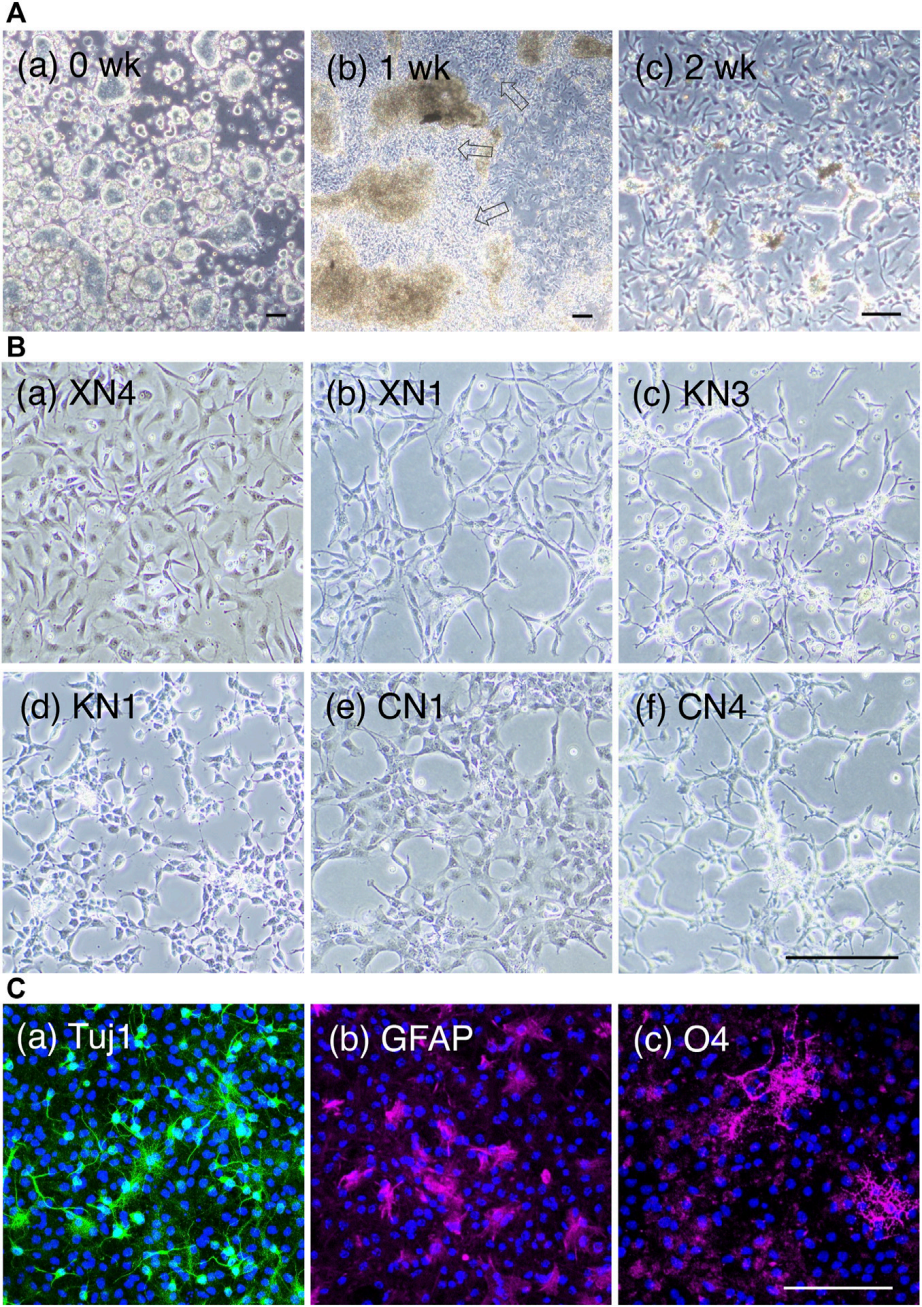
NSC lines derived from EpiSCs. **(A)** Intermediate culture states of NSC line development. Phase-contrasted bright-field images during NSC line development, showing the KN1 line. (a) One day after plating the EpiSCs on the gelatin-coated dish with the NSC culture medium. The cells attached to the culture dish formed large cell clusters. Bars, 100 µm. (b) One week after plating. NSC populations as outgrowths (open arrows) migrated out from the cell aggregates. (c) A 2-week culture displaying a homogeneous cell appearance. Bars, 100 µm. **(B)** Six cell lines were analyzed in depth in this study. The prefix “X” indicates a cell line derived with the addition of 10 µM XAV (Wnt antagonist) to the medium. “K,” without Wnt antagonist/agonist addition. “C,” with the addition of 2 µM CHIR (Wnt agonist). Scale bar, 100 µm. **(C)**. Neuronal and glial development of the NSC lines under respective differentiation medium, showing the case of the KN1 line. (a) Tuj1 immunofluorescence (green) showing neuronal cells after 3 days. (b) GFAP fluorescence (magenta) showing astrocytes after 5 days. (c) O4 antigen immunofluorescence (magenta) showing oligodendrocytes after 5 days. Nuclei (blue) were stained with 4′,6-diamidino-2-phenylindole (DAPI). The fraction of marker-positive cells in each three independent cultures were 21% ± 1% (SD) (Tuj1), 16% ± 1% (GFAP), and 28% ± 2% (O4). Scale bar, 100 µm.

We conducted NSC-producing cultures using different Wnt signal input levels in five series, as summarized in Supplementary Table S1, indicating the reproducibility of the NSC line derivation protocol. The six cell lines XN4, XN1, KN3, KN1, CN1, and CN4 were characterized in detail below, concerning gene expression profiles. The NSC lines were generated mostly using a mouse 129 line-derived EpiSC (Tesar et al., 2007). However, a BDF1-derived EpiSC line (Y62) used in series 2 similarly produced NSC lines, indicating that the derivation of an NSC line from EpiSCs using our protocol does not depend on the mouse origin of EpiSCs.

The cells in the NSC-generating culture multiplied similarly in the EGF- and FGF2-containing culture medium regardless of the addition of Wnt antagonist or agonist for ∼4 weeks. The resultant cell populations were morphologically homogeneous in culture but morphologically discernible between the NSC lines (Figure 2B). Notably, after 4 weeks of culture, the NSC lines started to display cell line-specific growth requirements, as summarized in Table 1. The cell lines XN1, CN1, and CN4 exhibited decreased cell growth under standard culture conditions, but the addition of the Rho kinase inhibitor Y27632 restored cell proliferation. In contrast, the addition of Y27632 inhibited the growth of XN4. The NSC lines also started to show different preferences concerning the culture substrate (gelatin or laminin) for their growth. Furthermore, the KN3 line was found to be sensitive to Accutase treatment.

**TABLE 1:** Effects of Y27632, Accutase treatment, and culture substratum on the NSC lines.

NSC line	Effect of Y27632 on cell growth	Cell damage by accutase treatment	Substrate preference for growth: Laminin vs. gelatin
XN4	Inhibition	Minimal	Gelatin
XN1	Promotion	Minimal	Laminin
KN3	No significant effect	Severe	Equal
KN1	No significant effect	Minimal	Laminin
CN1	Promotion	Minimal	Laminin
CN4	Promotion	Minimal	Gelatin

In summary, the EpiSC-derived NSC lines acquired each unique trait after 4 weeks of culture: responses to the Rho kinase inhibitor, the culture substrate, and Accutase treatment. This observation may indicate that the cell populations reach the state of mature and stable cell lines with specific growth requirements. A feature shared by all six NSC lines was the dependence of their cell growth on the local cell density; in a rough estimation, a local cell density (not the average of a culture) of 400 cells/mm^2^ was required for their growth.

These cell lines were proven to be NSC lines that could develop into neurons expressing ßIII tubulin (Tuj1) and glial cells (astrocytes expressing glial fibrillary acidic protein (GFAP) and oligodendrocytes expressing the O4 antigen) under their differentiation conditions (Figure 2C, Supplementary Table S1).

### Transcriptome analysis allocating the NSC lines along the A/P axis of the embryonic CNS

The transcriptome profiles of the NSC lines derived from EpiSCs under different Wnt signal inputs were characterized using microarrays. 

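RNA of 22 samples was labeled with a single dye and hybridized to Agilent mouse expression arrays with 62976 spots each. The samples were duplicates of 11 groups, namely EpiSCs, the 6 NSC lines, and the FB, MB, HB and CSC of E10.5 embryos. XN4 and XN1 were derived with 10 µM XAV, CN1 and CN4 with 2 µM CHIR, and KN3 and KN1 with neither. The portions were pooled from 2 litters of 6 and 5 embryos, and portions with the same replicate number came from the same litter. The deposited values were spot intensities from which the scanner software had subtracted the local background, without scaling between arrays. Their log2 values were scaled by subtracting the 75th percentile of each array. On a given array, 54.4% to 62.6% of the spots for genes were called well above background by the software. A gene was represented by its probe with the highest mean among the probes well above background on both arrays of at least 1 group. RefSeq accessions matched 32994 of the 56605 probes to a gene symbol. The platform's probe coordinates and the reference annotation use different genome builds, so that no positions are given. Groups were compared with limma, which fits a linear model to each gene and moderates its variance across genes. All 22 arrays entered the model, and 29334 genes or transcripts were tested, 16925 of them with a symbol. A gene was counted as different at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The arrays lay on 3 slides, with EpiSCs, XN4, KN3 and CN4 on 1 slide, XN1, KN1 and CN1 on another, and the portions on the remaining slide. The 2 lines of each Wnt signal input therefore lay on different slides. With 2 arrays per group, the number of arrays limits the precision of every value. The errors and p-values of these comparisons come from the spread between duplicate arrays. Where a mean of lines is compared, they leave out the spread between lines, so that they do not extend to other lines.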

The expression of genes was also compared with the FB, MB, HB, and cervical SC (anterior to the forelimb buds) of E10.5 mouse embryos concerning the patterns and expression levels (Figure 3).

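The relative expression level of a gene in a group was the mean of its scaled intensities on the 2 arrays, divided by the mean of the group with the highest level. EpiSCs were included in finding the highest group for the genes of Figure 3 and left out for the genes of Figures 4 and 5. Levels are given with the SD of the duplicates (n = 2), or as ranges over groups. A gene whose spot was not well above background on either array of a group was taken as not detectable there. Ratios to such a group are lower bounds, computed against the lowest intensity called well above background on each of its arrays, or the spot's own intensity where that was higher. From the paper's microarray figures, 54 genes are used here, which gives 324 values over the 6 NSC lines. In 210 of these, the gene was well above background on at least 1 of the 2 arrays, and in 144 of them the relative expression level was at least 0.1. Of the 373 relative expression levels recomputed under alternative processing, 194 moved by more than their SD without scaling between arrays. The deposited table, which is not scaled either, moved the same number, and these 2 alternatives moved the most. The normexp background correction moved 193. With each array left out in turn, 141 to 145 values were at least 0.1.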

**FIGURE 3:**
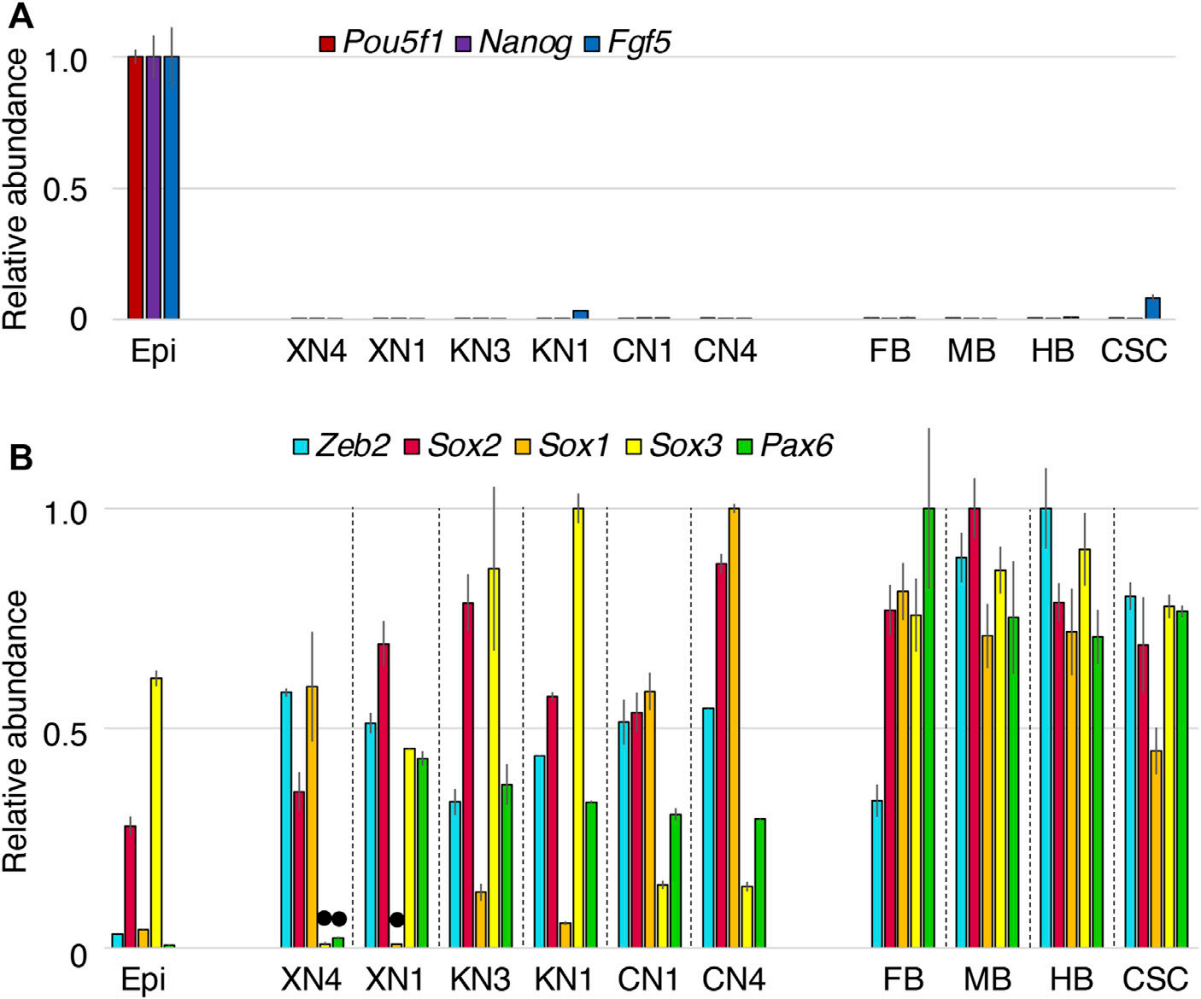
Expression levels of neural-characteristic genes in the NSC lines compared with the E10.5 mouse CNS portions. The microarray signal intensity data of biological replicates were compared for the six NSC lines, EpiSCs (Epi), forebrain (FB), midbrain (MB), hindbrain, and cervical level spinal cord (CSC). The highest expression level among the specimens was referred to as 1.0 for each gene transcript. Error bars indicate the range of variations in the detected signal intensity in duplicate samples. **(A)** The epiblast-characteristic genes Pou5f1, Nanog, and Fgf5 were downregulated in all NSC lines. **(B)** Expression levels of the neural-characteristic TF genes Zeb2, Sox2, Sox1, Sox3, and Pax6. The expression levels of these genes in the NSCs were in the same order as those in E10.5 CNS, except for the low Sox3 and Pax6 levels in the XN4 line and the low Sox1 level in the XN1 line indicated by black dots. Sox2 and Sox3 are also expressed in epiblasts (Uchikawa et al., 2011) and EpiSCs (Iwafuchi-Doi et al., 2012). Sox2 (most prevailing expression) and Sox1/3 (more regionally restricted expression) belong to the B1 Sox class genes and are functionally redundant (Uchikawa et al., 2011; Kamachi and Kondoh, 2013).

Analysis of landmark gene transcripts characteristic of EpiSCs and NSCs indicated overt differences between these cells. 

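The mean of the 6 NSC lines differed from EpiSCs in 10901 of the 29334 genes or transcripts, with 5280 higher and 5621 lower in the NSC lines. The largest rises among genes well above background in EpiSCs and in every line were in Fabp7 (log2 fold change 8.57, standard error 0.25, adjusted p = 1.05e-14 from limma), Bcan (8.45, standard error 0.20, adjusted p = 7.54e-16) and Pcp4l1 (8.32, standard error 0.18, adjusted p = 3.33e-16). The largest falls were in L1td1 (log2 fold change −9.63, standard error 0.16, adjusted p = 9.37e-18), Stmn2 (−8.79, standard error 0.27, adjusted p = 2.85e-14) and Utf1 (−8.56, standard error 0.14, adjusted p = 9.81e-18). Without the limit on the fold change, which was the alternative that moved the count most, 21585 genes differed. Under normexp background correction, 6197 genes differed, and 6176 of these were among the 10901. Without scaling between arrays, 5624 genes were higher and 5149 lower in the lines, so that the balance of directions depends on the scaling.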

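The Pou5f1 level of the NSC lines was 0.00308 to 0.00494 of the level in EpiSCs, which was 1 ± 0.068 (SD, n = 2). The log2 fold change of the mean of the lines was −8.05 (standard error 0.12, adjusted p = 4.48e-18 from limma). Fgf5 was well above background on both arrays of EpiSCs and of KN1, where its level was 0.0331 ± 0.00102 of that in EpiSCs. It was not well above background in the other 5 lines, and its mean over the lines was at least 136-fold lower than in EpiSCs. The 2 probes of Nanog differed. The probe with the higher mean was well above background on all 22 arrays and was higher in the lines than in EpiSCs, with a log2 fold change of 2.10 (standard error 0.097, adjusted p = 4.71e-12). The other probe was well above background in EpiSCs only, and by it Nanog was at least 85.6-fold lower in the lines. With the mean of both probes, the log2 fold change was −3.08. On the arrays, the direction for Nanog thus depended on the probe. The probe with the higher mean also gave 0.379 to 0.504 in the embryonic portions, against 0.161 in EpiSCs. By RT-qPCR, the paper found Nanog inactivated within the first week in the derivations of XN4, KN3 and CN4. That is the direction of the other probe and argues against the rise on the probe with the higher mean.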

EpiSC-characteristic genes, including Pou5f1, Nanog, and Fgf5, were all downregulated in all six NSC lines (Figure 3A). In contrast, the NSC-characteristic genes itemized below were activated to levels comparable to those in the E10.5 CNS (Figure 3B). 

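The relative expression levels of Zeb2, Sox2, Sox1, Sox3 and Pax6 in the 6 lines make 30 values, all from spots well above background on both arrays. Of these, 10 lay between the lowest and the highest of the 4 embryonic portions, 15 lay below the lowest portion and 5 above the highest. Within 3-fold of the range of the portions were 24 of the 30 values. The 6 values beyond it were lower than the portions, 2 for Sox1, 3 for Sox3 and 1 for Pax6.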

Neural progenitor-characteristic TF transcripts *Zeb2* *(Sip1)* (Chng et al., 2010; Dang et al., 2012; Hegarty et al., 2015) and *Sox2*, the primary B1 *Sox* gene (Uchikawa et al., 2011; Kamachi and Kondoh, 2013), were expressed at significant levels. 

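The Zeb2 level was 0.47 to 0.664 in the 6 NSC lines and 0.407 to 1 in the embryonic portions. Its log2 fold change over EpiSCs was 3.86 (standard error 0.057, adjusted p = 3.39e-18 from limma). Against the mean of the 4 portions, Zeb2 in the lines had a log2 difference of −0.31 (standard error 0.034, adjusted p = 2.62e-07). Sox2 was higher in the lines than in EpiSCs by a log2 fold change of 1.06 (standard error 0.081, adjusted p = 3.51e-09), and its log2 difference from the portions was −0.16 (standard error 0.049, adjusted p = 0.00612). Of the 6 lines, 2 lay below the range of the portions in Sox2, 2 within it and 2 above it. The difference from the portions is therefore not a shift shared by the lines. The lowest Sox2 level among the lines was in XN4, at 0.346 ± 0.0495 (SD, n = 2), which was within the spread of the duplicates of the level in EpiSCs, 0.325 ± 0.0264.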

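Sox3 was lowest in XN4 at 0.00784 ± 0.00535 (SD, n = 2) and ranged from 0.128 in CN4 to 1 in KN1 among the other 5 lines. The log2 difference between XN4 and the mean of the other lines was −5.71 (standard error 0.23, adjusted p = 3.1e-12 from limma). Sox1 was lowest in XN1 at 0.00854 ± 0.000437 and ranged from 0.0616 in KN1 to 1 in CN4 among the others. XN1 differed from the mean of the other lines by −5.17 on the log2 scale (standard error 0.11, adjusted p = 5.83e-15).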

At least one of the subsidiary B1 *Sox* genes, *Sox3* and *Sox1*, was strongly expressed; Sox3 expression was low in the XN4 cells, while Sox1 *expression* was low in the XN1 cells. Pax6 expression was also high in the NSC lines except for the XN4 cells. 

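The Pax6 level was 0.0208 ± 0.00271 (SD, n = 2) in XN4 and 0.296 to 0.436 in the other 5 lines, with the highest level of all groups in the FB. XN4 was lower than the mean of the other lines by a log2 difference of −4.12 (standard error 0.12, adjusted p = 9.31e-14 from limma). Of the 4 probes of Pax6, 3 were well above background in the other 5 lines, and the remaining probe was not well above background on any array. In XN4, the probe used was well above background on both arrays, another on 1 of 2 arrays and the third on neither, so that the level of XN4 rests on the probe used.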

The variations in Sox3/1 and Pax6 expression presumably reflect the anteroposterior regional specification of individual NSC lines, which is presented below.

To allocate the EpiSC-derived NSC lines along the anteroposterior axis of the embryonic CNS, the expression levels of brain region-characteristic TF genes (*Foxg1*, the forebrain (FB); Otx2, the FB and midbrain (MB); and En2, the MB and hindbrain (HB)), as well as the Hox genes expressed posterior from the HB, were analyzed. To graphically represent the data, the highest expression level among the ten sample groups (six NSC lines and the four brain portions) measured in the microarray analysis was referred to as 1.0 (Figure 4). 

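Otx2, En2, 17 Hox genes of the HB, CSC and TSC classes, and Hoxc4, Hoxc5, Hoxc6, Hoxc8 and Hoxc9 make 24 genes. In 11 of them, the highest NSC line was at or below the highest embryonic portion, and in the other 13 it was above it. The median ratio of the highest line to the highest portion was 2.34. Ratios over 2 were found for 12 genes. For Hoxa6, Hoxa9, Hoxa10, Hoxc8 and Hoxc9, no portion was well above background on both arrays, so that the size of the ratio is uncertain. Among the other 7, the largest was for Hoxa7 (40.8). Its size is uncertain too, since the SD of Hoxa7 in the CSC duplicates exceeded their mean. Ratios under 0.1 were found for Hoxc5 (0.0566) and for Hoxb1, which was not well above background in any line. The 13 genes include the 7 of the TSC class, Hoxc8 and Hoxc9, and the thoracic cord was not among the portions sampled. Hoxb3, also among them, was highest in the CSC on its other probe.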

Overall, the TF genes mentioned above were expressed in the NSC lines at the level ranges observed in the E10.5 mouse CNS.

**FIGURE 4:**
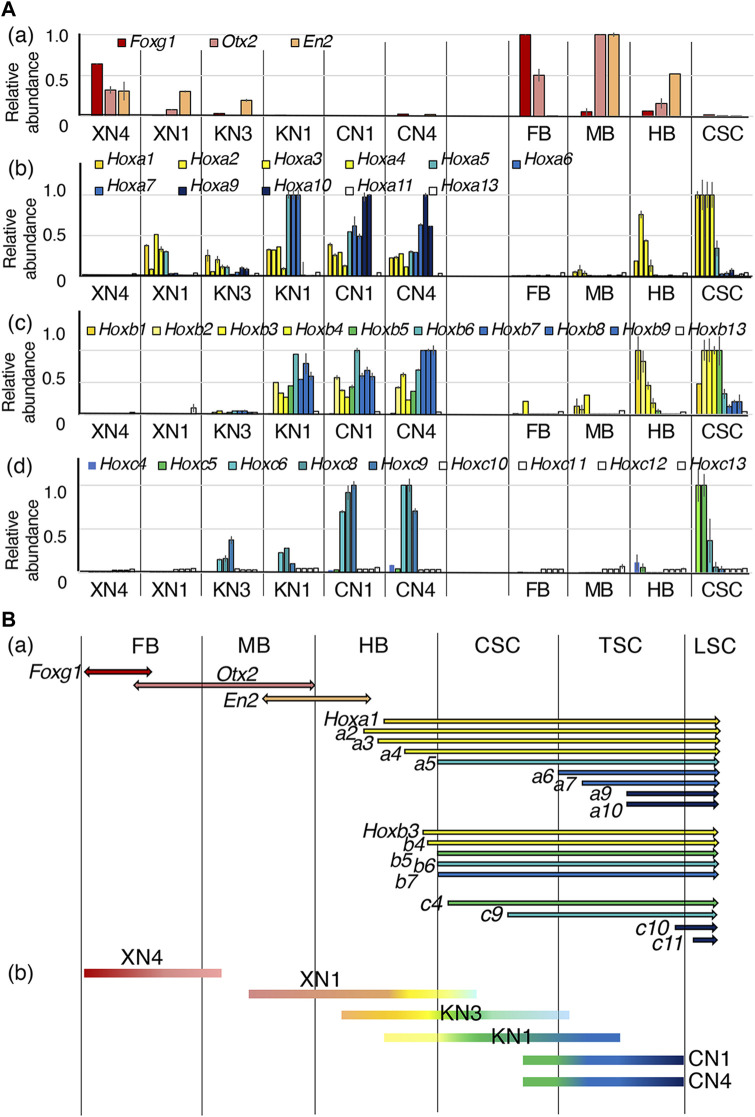
Assessment of the anteroposterior regional coverages by the NSC lines. **(A)** Expression profiles of brain-specific TFs and the *Hoxa*, *Hoxb,* and *Hoxc* genes expressed in the six NSC lines and E10.5 mouse embryo FB, MB, HB, and CSC. The microarray signal intensity data of biological replicates were compared. The highest expression level of a gene in the mouse embryo CNS portions was referred to as 1. Error bars indicate the range of variations in the detected signal intensity in the duplicate samples. (a) Expression profiles of brain-specific TFs: *Foxg1* in the FB (Shimamura et al., 1997; Martynoga et al., 2005), *Otx2* in the FB and MB (Simeone et al., 1992; Ang et al., 1994), and *En2* in the posterior MB and anterior HB (Davis and Joyner, 1988). (b–d) Expression profiles of *Hoxa*, *Hoxb*, and *Hoxc* genes in individual NSC lines. **(B)** (a) The ranges of expression of the genes across the CNS domains. The expression profiles are indicated according to Carpenter (2002), E10.5 *in situ* hybridization data in the EMAGE gene expression database (http://www.emouseatlas.org/emage/) (Richardson et al., 2014), and the data in this study. (b) The anteroposterior regions covered by NSC lines assessed by the TF expression profiles.

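The Otx2 level of XN4 was 0.363 ± 0.0597 (SD, n = 2), against 0.632 in the FB and 1 in the MB. The En2 level of XN4 was 0.346 ± 0.17, a wide spread between duplicates, against 0.543 in the HB and 1 in the MB. Of 17 Hox genes of the HB, CSC and TSC classes, Hoxa2, Hoxb2 and Hoxb4 were well above background on both XN4 arrays, at 0.00454 to 0.00614 of their highest group. The probe used for Hoxb3 was also above background there at 0.553, but it was nearly flat over all 11 groups, and the other probe of Hoxb3 was not well above background in XN4. Hoxa9 was well above background on 1 of the 2 XN4 arrays, and the other 12 genes on neither.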

The expression profiles of the brain-characteristic genes (Figure 4Aa) showed that XN4 expressed *Foxg1* at a level comparable to that of the embryonic FB and low levels of *Otx2* and *En2* (MB/HB) but no *Hox* genes (posterior from HB), indicating that the XN4 line primarily showed FB regionality.

Other NSC lines expressed various *Hox* genes. The regionality codes of *Hox* gene expression from the hindbrain to the SC around E11 were determined first based on the data by Carpenter (2002), the whole-mount *in situ* hybridization data of E10.5 mouse embryos in the EMAGE database, and the CSC data here, as summarized in Figure 4Ba. The data for the expression of *Hoxa*, *Hoxb*, and *Hoxc* genes in the NSC lines are shown in Figures 4Ab–d, which indicated that *Hoxa1*, *a2*, *a3*, and *a4*, as well as *Hoxb1*, *b2*, *b3*, and *b4*, collectively called the HB class in this study, have the anterior expression boundary in the HB domain. Likewise, *Hoxa5*, *Hoxb5*, and *Hoxb6* (the CSC class) have their anterior expression boundary in the cervical spinal cord (CSC, anterior to the forelimb bud). 

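Hoxa2, Hoxa3, Hoxa4, Hoxb1, Hoxb2, Hoxb3 and Hoxb4 were well above background on both arrays of the embryonic HB and of the CSC, with levels of 0.134 to 1 in the HB and 0.504 to 1 in the CSC. Of these, only the probe used for Hoxb3 was well above background on both FB arrays, at 0.53, and in the MB this held for Hoxa2 (0.0718) and Hoxb3 (0.424). On its other probe, Hoxb3 was 0.244 in the FB, 0.286 in the MB, 0.439 in the HB and 1 in the CSC. Hoxb1 was highest in the HB, and the other 5 genes apart from Hoxb3 were highest in the CSC. Over the 6 NSC lines, these 7 genes gave 42 values, of which 32 were well above background on both arrays and 25 were at least 0.1.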

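Hoxa5, Hoxb5 and Hoxb6 were not well above background in the FB and MB. In the HB they reached 0.0114, 0.0549 and 0.00194, and in the CSC 0.261 ± 0.0938, 1 ± 0.288 and 0.259 ± 0.0772 (SD, n = 2). Of the 18 values of this class in the NSC lines, 13 were well above background on both arrays and 11 were at least 0.1.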

*Hoxa6*, *a7*, *a9*, and *a10* (the TSC class) appeared to be expressed posterior to the CSC in the thoracic spinal cord (TSC). 

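None of these 4 genes was well above background on both arrays of the FB, MB or HB. In the CSC, Hoxa7 was well above background on both arrays, at 0.0245 ± 0.0291 (SD, n = 2). Hoxa6, Hoxa9 and Hoxa10 were so on 1 of the 2 CSC arrays, with levels of 0.0195, 0.153 and 0.00801. The thoracic cord itself was not sampled.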

The anterior expression limits for *Hoxb7*, *b8*, and *b9* (also the TSC class) are presumably around the CSC and TSC junction, as a low level of expression was measured in the CSC specimens (Figure 4Ba). 

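The CSC levels were 0.104 ± 0.0329 for Hoxb7, 0.168 ± 0.0418 for Hoxb8 and 0.164 ± 0.123 for Hoxb9 (SD, n = 2), relative to CN4, the highest group for all 3. None of the 3 was well above background on both arrays of the FB, MB or HB.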

*Hoxa13* or *Hoxb13* characteristic of the caudal SC were not expressed in any of the specimens. *Hoxa13* or *Hoxb13,* characteristic of the caudal SC, were not expressed in any samples. 

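Neither gene was well above background on any of the 22 arrays, EpiSCs included. Expression below the lowest intensity called well above background could not be detected. Hoxa11 was well above background on 1 of the 2 CSC arrays and on no other array.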

Important information concerning the thoracic and lumber levels is that *Hoxc9* expressions present in the TSC, while Hoxc10 is expressed posterior to the lumbar SC (LSC).

Based on the above criteria, anteroposterior regional coverages of NSC lines expressing *Hox* genes were tentatively assessed (Figure 4Bb).

1) The XN1 line expressed *Otx2*, *En2*, HB class *Hox* genes, and *Hoxa5* but not *Hoxb5*, indicating its regional coverage from MB to the anterior CSC. 

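In XN1, Otx2 was 0.0956 ± 0.000144 and En2 0.355 ± 0.0143 (SD, n = 2). Hoxa2, Hoxa3 and Hoxa4 lay between 0.0935 and 0.568. Of the Hoxb genes of the HB class, Hoxb1, Hoxb2 and Hoxb4 were not well above background. Hoxb3 was 0.445 on the probe used, which varied little over the groups, and not well above background on its other probe. Hoxa5 was 0.256 ± 0.00957, whereas Hoxb5 and Hoxb6 were not well above background, with Hoxb5 at least 67.1-fold higher in KN1. Hoxa6, Hoxa7 and Hoxa9 of the TSC class were well above background on both arrays, at 0.0256, 0.0282 and 0.171. On the other probe of Hoxa9, XN1 was not well above background.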

(The observation places the anterior boundary of *Hoxa5* expression anterior to that of *Hoxb5.*)
2) The KN3 line expressed *En2*, *Hox* genes of the HB class, and at low levels CSC and TSC classes, suggesting its primary coverage starting from the HB domain with a posterior extension.

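The En2 level of KN3 was 0.288 ± 0.0117 (SD, n = 2), and Otx2 was 0.0102. In the HB class, Hoxa2, Hoxa3, Hoxa4, Hoxb2, Hoxb3 and Hoxb4 were well above background on both arrays and ranged from 0.0232 for Hoxb4 to 0.799 for Hoxb3, which was 0.0715 on its other probe. In the CSC class, Hoxa5 was 0.119 ± 0.0252, Hoxb5 0.0411 ± 0.00263 and Hoxb6 0.0599 ± 0.0108. Of the 7 TSC class genes, 6 were well above background on both arrays, from 0.0346 for Hoxb9 to 0.259 for Hoxa9, and Hoxa6 was on 1 of 2 arrays. Hoxc6, Hoxc8 and Hoxc9 were 0.176, 0.19 and 0.421.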

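In KN1, Otx2 was not well above background and was at least 275-fold lower than in XN4. En2 was above background on 1 of 2 arrays at 0.00174. Hoxb1 was not well above background, and Hoxa2 to Hoxa4 and Hoxb2 to Hoxb4 ranged from 0.119 to 0.647. Hoxa5 was highest in KN1 among all 10 groups, with Hoxb5 at 0.585 ± 0.000223 and Hoxb6 at 0.994 ± 0.00296 (SD, n = 2). Hoxa6 and Hoxa7 were also highest in KN1, and Hoxb7, Hoxb8 and Hoxb9 were 0.596, 0.865 and 0.651. Hoxa10 was not well above background, at least 127-fold below CN1 and at least 75.3-fold below CN4. Hoxa9 was well above background on 1 of 2 arrays, at 0.213. On the other probe of Hoxa9, KN1 was not well above background.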

3) The KN1 line was characterized by the absence of brain-characteristic gene expression and strong expression of HB and CSC class *Hox* genes, *Hoxa6-7* and *Hoxb7-9*, but without expression of *Hoxa9*-*10*, determining its regionality coverage from the posterior HB/CSC to the anterior TSC.
4) The CN1 and CN4 lines were similar concerning the anteroposterior regional identities, expressing the *Hox* genes of HB, CSC, and TSC classes, including *Hoxa9*-*10.* Remarkably, CN1 and CN4 expressed *Hoxc9* but not *Hoxc10*, indicating that the posterior limit of regional coverage of these NSC lines is at the thoracic level.

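Both CN1 and CN4 had Hoxa2 to Hoxa4, Hoxb2 to Hoxb4, all 3 CSC class genes and all 7 TSC class genes well above background on both arrays, and Hoxb1 on neither. Hoxa9 was highest in CN1, with 0.802 ± 0.0919 in CN4 (SD, n = 2), and Hoxa10 likewise, with 0.594 ± 0.0267 in CN4. Hoxc9 was highest in CN1, with 0.684 ± 0.0224 in CN4 and 0.111 in KN1. Hoxc10, Hoxc11, Hoxc12 and Hoxc13 were not well above background on any of the 22 arrays. The log2 difference between CN1 and CN4 in Hoxc9 was 0.55 (adjusted p = 0.686 from limma).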

Significantly, the domain coverages by the NSC lines were ordered from anterior to posterior according to the Wnt signal inputs. Very similar TF expression profiles indicative of posterior positioning of CN1 and CN4 that developed in the presence of the Wnt signal agonist CHIR at 2 μM confirm this notion. 

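CN1 differed from CN4 in 5108 genes, with 2065 higher and 3043 lower in CN1. None of 17 Hox genes of the HB, CSC and TSC classes was among them. The largest of their log2 differences was 1.09 in size, for Hoxa6 (standard error 0.49, adjusted p = 0.0806 from limma). Below the 2-fold limit, Hoxb3 was lower in CN1 (−0.77, standard error 0.19, adjusted p = 0.00436) and Hoxb6 higher (0.57, standard error 0.20, adjusted p = 0.0288). Among the largest differences of genes well above background in both lines were higher levels in CN1 of Capn6 (log2 8.32, standard error 0.23, adjusted p = 2.89e-13) and Aldh1a3 (4.45, standard error 0.97, adjusted p = 0.00151). CN1 was lowest relative to CN4 in Crabp1 (−6.05, standard error 0.097, adjusted p = 5.02e-16), Trhr (−5.47, standard error 0.44, adjusted p = 8.89e-08) and Ctsk (−5.04, standard error 0.44, adjusted p = 2.32e-07). Among the 15 pairs of lines, this pair had the 6th fewest different genes. The fewest were between KN3 and CN4, with 3153, and the most between XN4 and KN1, with 8835. The 6 pairs of lines on one slide ranged from 3153 to 6312 genes and the 9 pairs on different slides from 4813 to 8835. Among the 9, CN1 and CN4 had the second fewest after KN3 and KN1. Without the limit on the fold change, which moved the count most, CN1 and CN4 differed in 13343 genes. With the normexp background correction, they differed in 1682 genes. That was fewer than for XN1 and KN1 (2074) or XN1 and CN1 (2092), so that the rank of the pair depends on the processing.

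**Figure D1:**
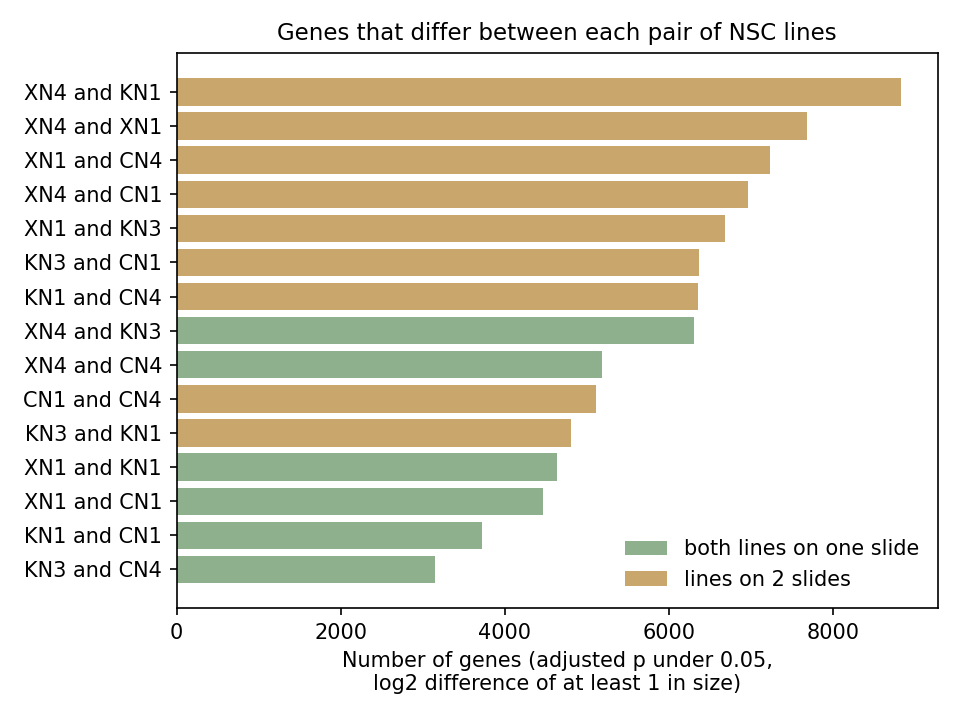
Number of genes or transcripts that differed between the 2 lines of each of the 15 pairs of NSC lines, in order, with pairs on one slide and pairs on different slides in separate colors. The bars run from 3153 for KN3 and CN4 to 8835 for XN4 and KN1, and CN1 and CN4 stand at 5108.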

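KN1 and KN3 differed in 4813 genes, with 2462 higher and 2351 lower in KN1. The largest rises in KN1 were in Lin28b (log2 5.65, standard error 0.14, adjusted p = 1.84e-13 from limma), Hoxaas3 (4.52, standard error 0.48, adjusted p = 1.89e-06) and Mira (4.47, standard error 0.57, adjusted p = 1.22e-05). The largest falls were in Gria4 (−6.53, standard error 0.13, adjusted p = 9.03e-15), Zic1 (−5.90, standard error 0.12, adjusted p = 1.14e-14) and Pcdh11x (−5.63, standard error 0.46, adjusted p = 1.01e-07). Of 17 Hox genes of the HB, CSC and TSC classes, 12 differed, with 11 higher in KN1 and Hoxa10 lower. Among these, Hoxb6 differed by 4.06 (standard error 0.20, adjusted p = 4.38e-10) and Hoxa5 by 3.09 (standard error 0.56, adjusted p = 3.17e-04). En2 was lower in KN1 by a log2 difference of −7.45 (standard error 0.28, adjusted p = 1.55e-11). Hoxc9 did not differ past the threshold, at −1.92 (standard error 1.01, adjusted p = 0.137), but did so with the normexp background correction, at −1.73 (adjusted p = 3.19e-04). That correction lowered the count of genes to 1524, with 658 higher and 866 lower in KN1. Without the limit on the fold change the count was 12873. Without scaling between arrays, 2852 genes were higher and 1982 lower, so that the balance of directions depends on the processing. The lines lay on different slides.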

The lines KN3 and KN1 developed solely under cell-endogenous Wnt signaling but differed slightly in regional coverage. This difference can be accounted for by the fluctuation of endogenous Wnt signal levels in the starting EpiSCs, which was reported in human ESCs resembling EpiSCs (Moya et al., 2014).

Whereas the XN4 line expressed *Foxg1*, a hallmark of the forebrain precursor, XN1 line did not express *Foxg1* but expressed anterior *Hox* genes and midbrain-centered characteristics. 

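XN1 and XN4 differed in 7689 genes, with 3509 higher and 4180 lower in XN1. The largest rises in XN1 were in 9330188P03Rik (log2 9.62, standard error 0.28, adjusted p = 1.2e-13 from limma), Dcpp2 (7.49, standard error 0.23, adjusted p = 2.42e-13) and Clic5 (7.24, standard error 0.68, adjusted p = 1.7e-07). The value of Dcpp2 is uncertain, since its paralog Dcpp1 rose with it and 1 probe cannot separate them. The largest falls were in Hpca (−9.88, standard error 0.16, adjusted p = 2.95e-16), Pdgfrb (−9.10, standard error 0.26, adjusted p = 1.2e-13) and Col1a1 (−9.04, standard error 0.22, adjusted p = 1.45e-14). Of 17 Hox genes in the 3 classes, 8 differed, with 6 higher in XN1. Hoxa3 was at least 206-fold, Hoxa5 at least 82.6-fold and Hoxa4 at least 14.7-fold higher in XN1. The 2 genes that were lower in XN1 were Hoxb2 and Hoxb4, which were well above background in XN4 only. Otx2 was lower in XN1 by a log2 difference of −1.91 (standard error 0.44, adjusted p = 0.00139). En2 did not differ, at 0.13 (standard error 0.28, adjusted p = 0.716), and the 2 arrays of XN4 decided its direction. Without replicate 1 of XN4 the difference was −0.40, and without replicate 2 it was 0.65 (adjusted p = 0.0452). The lines lay on different slides, and the normexp background correction gave 3730 genes.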

The XN4 line was produced using 10 µM XAV from supplier B (Supplementary Table S1), but the XN1 line was generated using 10 µM XAV from supplier A, which developed crystalline precipitates during the culture incubation (Supplementary Figure S1; Supplementary Table S1). This crystal precipitation must have decreased the effective concentration of XAV from supplier A, as discussed in Supplementary Figure S1 legend. This difference in the effective XAV concentrations accounts for the different anteroposterior regionalities between the XN4 and XN1 lines.

In summary, all six NSC lines derived from the EpiSCs under different levels of Wnt signal input displayed distinct anteroposterior regionalities following the Wnt signal strengths, from the FB (the lowest Wnt signal input) to the TSC (the highest Wnt signal input). However, their regionalities were broad, covering more than one CNS domain (Figure 4Bb), which was investigated using single-cell transcriptome analysis presented below.

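Over all genes, a slope on the Wnt signal input was fitted with limma to the means of the 6 lines, with the codes −1 for XAV, 0 for no additive and 1 for CHIR. Each line counted as 1 sample, because the line was the unit derived under an input. No gene passed an adjusted p under 0.05 (count of 0), and 1370 had an unadjusted p under 0.05, with 727 rising and 643 falling with the input. In simulated data with 200 changed genes, the same test recovered 27 of them at a slope of 1 log2 unit per step and 170 at a slope of 3. Slopes as small as 1 were therefore mostly not detectable with 6 lines. The alternative that moved the count most, arrays as samples with the line as a random block, gave 42 genes. From the order of the regional coverages in the brain and Hox genes, the paper concludes that the anteroposterior regionality of the lines follows the strength of the Wnt signal. The slope, fitted gene by gene over all genes, does not test that order of coverages.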

### The NSC lines that developed without exogenous signaling other than Wnt signal manipulation gained ambiguous dorsoventral identities

In the mouse neural tube, dorsoventral regionalization also occurs from E8 to E11 during embryogenesis under the influence of dorsal-character-inducing Wnt/BMP signals and ventral-character-inducing sonic hedgehog (Shh) signals (Andrews et al., 2019; Sagner and Briscoe, 2019). Dorsoventrally arranged neural tube subregions are marked by differential TF expression (Figure 5A). In contrast to the anteroposterior regionalities given to the NSC lines, these lines did not develop clear dorsoventral identities (Figure 5B). 

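The genes of Figure 5B were grouped as dorsal (Msx1, Olig3, Pax3, Pax7 and Gsx1), intermediate (Irx3, Irx5, Pax6, Dbx1 and Dbx2) and ventral (Nkx6-2, Olig2, Nkx6-1, Nkx2-2, Foxa2 and Shh). Over the 6 NSC lines, the dorsal genes were well above background on both arrays in 15 of 30 values, and 4 of the 30 were at least 0.1. For the intermediate genes, 24 of 30 values were well above background on both arrays and 21 were at least 0.1. For the ventral genes, these numbers were 29 and 17 of 36. Each line had at least 1 gene of every class well above background on both arrays. Olig3 was not well above background in any line, and Dbx1 only in CN4, at 0.0158 ± 0.00161 (SD, n = 2).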

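Irx3 and Irx5 were well above background on both arrays of all 6 NSC lines. Irx3 ranged from 0.146 in CN1 to 0.908 in XN4, and Irx5 from 0.202 in CN1 to 0.36 in KN3. The mean of the lines was below that of the 4 embryonic portions by a log2 difference of −1.24 for Irx3 (standard error 0.071, adjusted p = 4.15e-11 from limma) and of −1.08 for Irx5 (standard error 0.093, adjusted p = 1.16e-08). XN4 exceeded the other lines in Irx3 by 1.87 (standard error 0.12, adjusted p = 1.33e-09). Olig2, Nkx2-2, Nkx6-2, Foxa2, Msx1 and Pax6 were also well above background on both arrays of every line, Olig2 at 0.0276 to 1 and Nkx2-2 at 0.0451 to 1. Pax3 was well above background in XN4 (0.131 ± 0.0122), KN3 (0.0691 ± 0.00364) and CN4 (0.389 ± 0.00055), and Pax7 in KN3 (0.187 ± 0.062) and CN1 (0.0809 ± 0.0259; SD, n = 2). No line but KN3 had both.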

The only commonly expressed TF genes were members of an intermediate class (*Irx3* and *Irx5*), covering the wide dorsal region, but they were generally unaccompanied by dorsal neural progenitor-characteristic *Pax3/Pax7* expression (Gard et al., 2017). 

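Nkx2-2 was highest in XN1, with 0.585 ± 0.020 in KN3, 0.32 ± 0.0379 in CN1, 0.213 ± 0.0196 in KN1, 0.138 ± 0.017 in CN4 and 0.0451 ± 0.00492 in XN4 (SD, n = 2). Nkx6-1 was well above background on both arrays in KN1 (0.882 ± 0.0428) and CN1 (0.223 ± 0.0122), on 1 of 2 arrays in XN4, and on neither in XN1, KN3 and CN4. KN1 exceeded XN1 at least 153-fold in Nkx6-1, whereas XN1 exceeded KN1 4.71-fold in Nkx2-2. Shh was well above background on both arrays in CN1 (0.411 ± 0.0169), CN4 (0.10 ± 0.0107) and XN4 (0.0398 ± 0.0136), on 1 of 2 arrays in KN3, and on neither in XN1 and KN1.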

The ventral p3 domain-characteristic *Nkx2-2* and *Nkx6-1* are activated in response to Shh signaling in spinal cord neural progenitors (Andrews et al., 2019; Sagner and Briscoe, 2019), but the NSC lines, e.g., XN1, expressed *Nkx2-2* without concurrent *Nkx6-1* or correlation with endogenous Shh expression levels, ruling out the model that *Nkx2-2* expression represents ventral CNS specification. 

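The mean log2 value of each dorsoventral class was compared between the lines of different Wnt signal inputs, in 12 comparisons of 2 lines. The dorsal class was higher in the line of higher input in 7 of 12 (exact permutation p = 0.844, adjusted p = 1 over the 5 trends tested), and the intermediate class in 6 of 12 (exact permutation p = 1). The ventral class was higher in 11 of 12, with an exact permutation p of 0.0667 and an adjusted p of 0.167. With 5 trends and 90 arrangements, no single trend could pass the threshold after adjustment. With each array left out in turn, the numbers of comparisons were 6 to 7, 6 to 7 and 11. Leaving the values unscaled moved the ventral class most, to 10 of 12 (exact permutation p = 0.178).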

Most notably, the TF gene expression analysis showed no dorsal or ventral bias in response to the Wnt signaling levels during the cell line derivation, although the Wnt signal is one of the primary cues to activate TF genes of the dorsal class (Muroyama et al., 2002). This observation confirmed that the NSC lines from activin-free EpiSCs represent an earlier developmental period than the dorsoventral specification of neural tubes.

**FIGURE 5:**
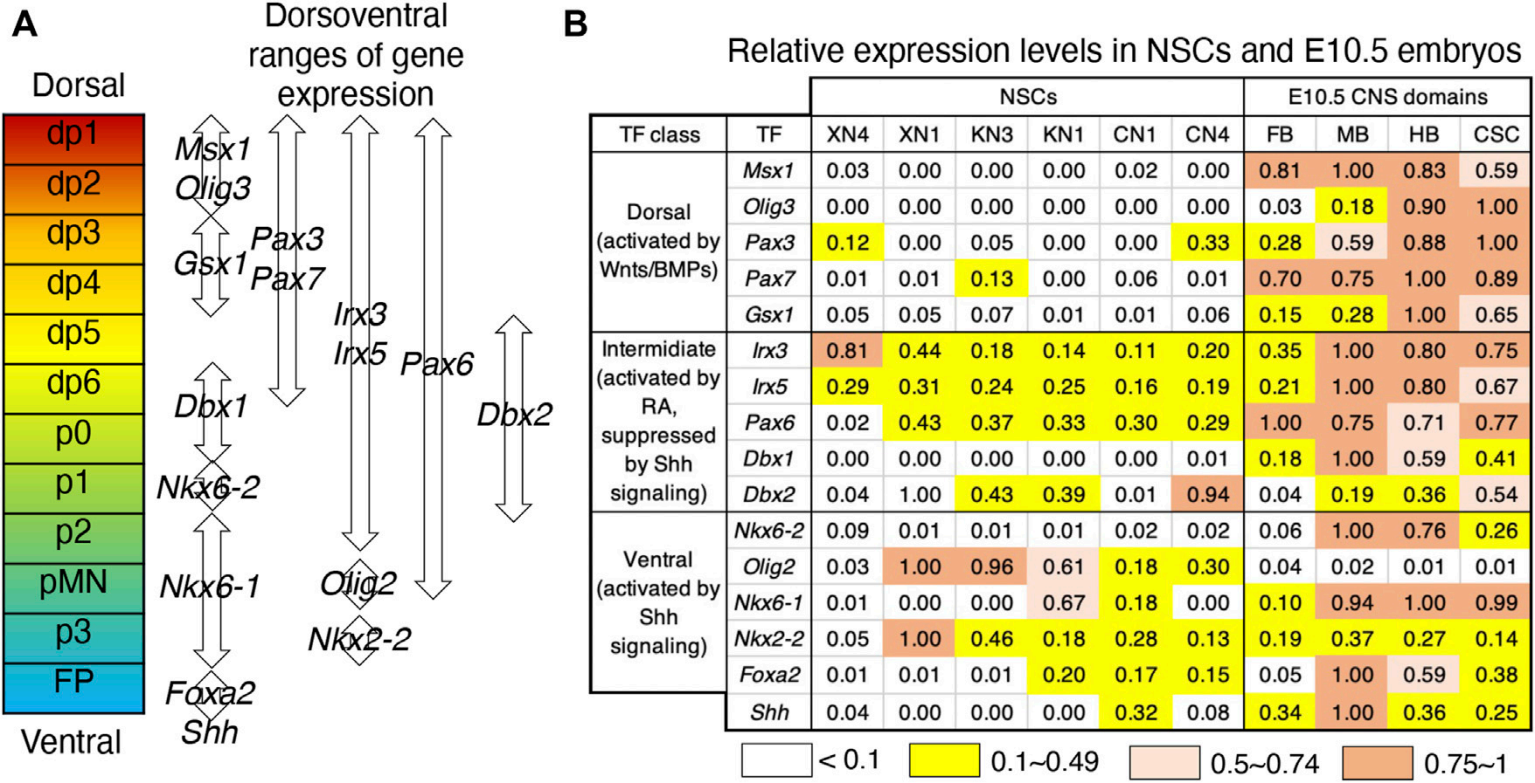
Ambiguous dorsoventral identities of the NSC lines. **(A)** Dorsoventrally arranged neural progenitor domains of the neural tube defined by overlapping TF expression patterns (Sagner and Briscoe, 2019). **(B)** Relative expression levels of the TF genes specifying the dorsoventral neural tube domains in the NSC lines and E10.5 embryonic CNS domains. The highest microarray signal intensity in the dataset was referred to as 1.0, and the expression level groups are color-coded as indicated at the bottom. The TF genes are classified into dorsal, intermediate, and ventral classes according to their responses to exogenous signaling (Andrews et al., 2019).

### Process of establishing the NSC characteristics and regional specificities

The changes in TF gene expression were evaluated using RT‒qPCR at 1-week intervals during the development of the XN4, KN3, and CN4 lines under the following conditions: with the addition of 10 mM XAV, without any additives, or with the addition of 2 mM CHIR. The aim was to investigate how the NSC characteristics converge after 4 weeks of NSC line derivation (Figure 6).

**FIGURE 6:**
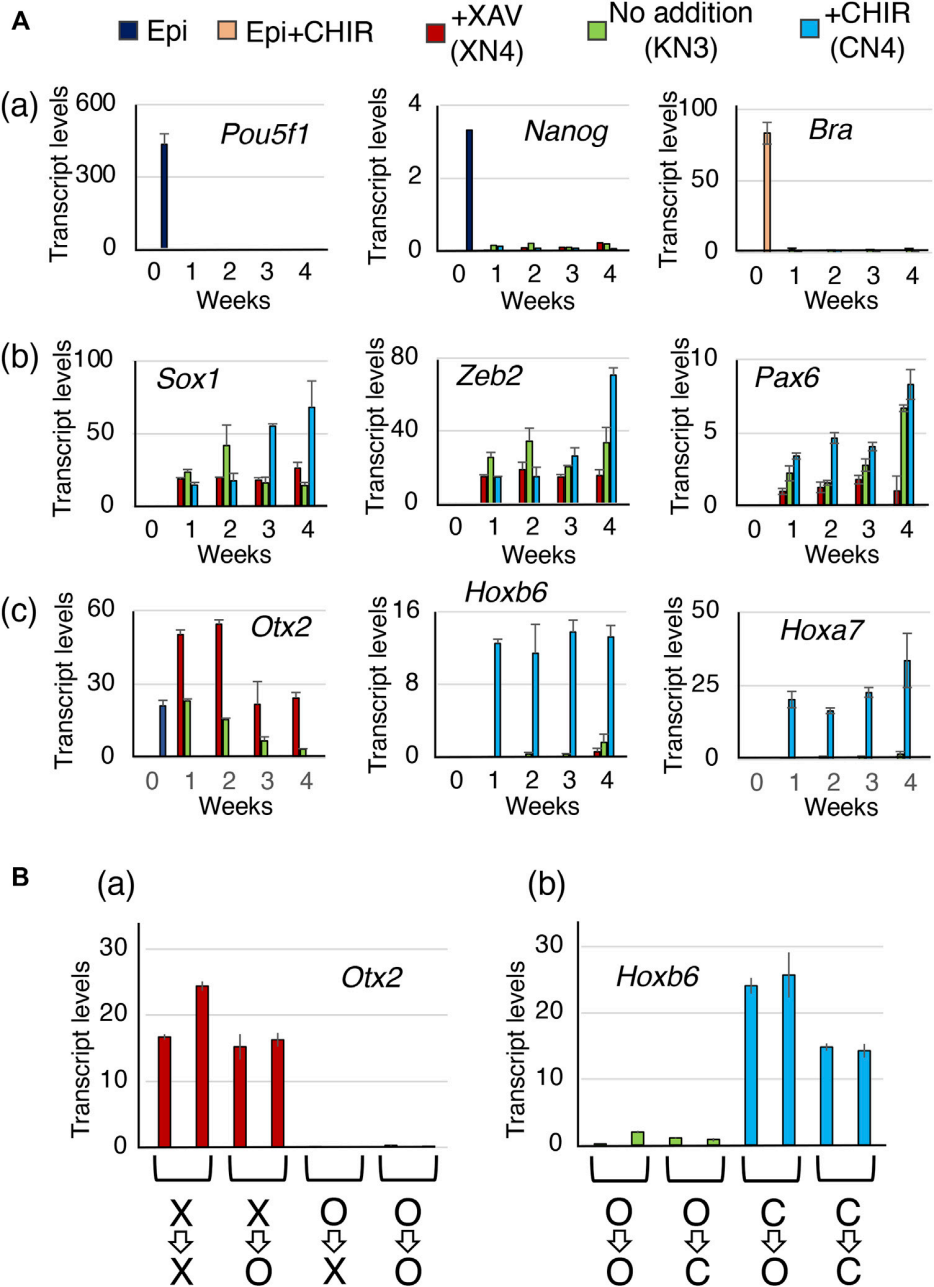
The temporal expression profiles of the TF genes during the development of the XN4, KN3, and CN4 NSC lines. **(A)** Gene expression levels were measured at 1-week intervals, comparing EpiSCs (0 weeks) and the NSC intermediates under culture conditions with 10 µM XAV, no addition, and 2 µM CHIR. Transcript levels were determined using RT‒qPCR and indicated as 1000 × relative to the *Gapdh* level. The averages of four measurements (two biological replicates with two technical replicates) and standard errors are shown. (a) Expression of the epiblast-specific genes *Pou5f1* and *Nanog* during the derivation of the NSC lines and the mesoderm-characteristic *Bra* gene activated by 2 µM CHIR in EpiSCs. They were downregulated after 1 week in the NSC-developing culture conditions. (b) Expression of the NSC-characteristic genes *Sox1*, *Zeb2*, and *Pax6*. All these genes were activated after 1 week of culture. (c) Expression of the CNS domain-characteristic genes *Otx2* (FB and MB), *Hoxb6* (SC), and *Hoxa7* (SC). Only in the CHIR addition condition, giving rise to the CN4 line, was the *Otx2* gene quickly shut off, whereas the *Hoxb6*/*Hoxa7* genes were activated in 1 week. In the XAV-addition condition, giving rise to the XN4 line, *Otx2* expression was maintained. Under conditions without exogenous manipulation of Wnt signaling to derive the KN3 line, *Otx2* expression diminished gradually toward the 4-week point. The averages of four measurements (two biological replicates with two technical replicates) and standard errors are shown. **(B)** Evidence that the CNS regional characteristics were already established in 3 weeks of NSC-generating cultures. Subcultures were prepared from the 3-week cultures under different Wnt signal-manipulating conditions. The subcultures were placed in other culture conditions for one additional week (the equivalent of 4-week main culture): X=>X, keeping XAV addition; X=>O, from XAV addition to no addition; O=>X, from no addition to XAV addition; O=>O, keeping no addition; O=>C, from no addition to CHIR addition; C=>O, from CHIR addition to no addition; C=>C, keeping CHIR addition. Two subcultures were prepared for each condition, and the averages and data ranges of the technical replicates are shown. The cells maintained the *Otx2* or *Hoxb6* expression statuses of the 3-week cultures even after changing the culture conditions.

The EpiSC-characteristic genes Pou5f1 and Nanog were quickly inactivated in a week in all three NSC culture conditions (Figure 6Aa). Although Bra is strongly activated in EpiSCs in the activin-FGF2 medium with 2 mM CHIR, *Bra* was not activated in the NSC-developing culture conditions, even during the CN4 line derivation with 2 mM CHIR (Figure 6Aa). NMPs characterized by the coexpression of *Bra* and *Sox2* around the time of dichotomic fate choice (Figure 6Aa) (Kondoh and Takemoto, 2012), although the possibility of a transient activation *Bra* during the sampling intervals was not formally excluded. This notion is consistent with the observation that the contribution of anterior epiblast-derived cells to the spinal cord was limited to the anterior part of the spinal cord (Figure 1D; Figure 4Ad).

The characteristic neural genes, *Sox1*, *Zeb2*, and *Pax6*, which were silent in the EpiSCs, were activated in 1 week in all three culture conditions (Figure 6Ab). The low-Pax6 expression of the XN4 line was observed from the earliest time point.

*Hoxb6* and *Hoxa7* genes representing the thoracic levels of the spinal cord were quickly activated by 1 week under the high Wnt condition, and the expression level was maintained up to the 4-week point when the CN4 line was established (Figure 6Ac). The level of *Otx2* expression was sustained under the low Wnt condition (XAV addition) that gave rise to the XN4 line. In contrast, under the high Wnt condition (CHIR addition), *Otx2* expression was turned off from the beginning despite being expressed in the EpiSCs. The case of the KN3 line was intermediate.

During the culture process to produce the NSC lines, the cells were passaged and maintained under the same culture conditions with or without the addition of a Wnt antagonist (XAV) or Wnt agonist (CHIR). However, the anteroposterior regional specificities were created during the development of the NSC lines rather than in response to the culture conditions after the NSC line establishment.

After 3 weeks of culture in the presence of Wnt antagonist, Wnt agonist, or no addition, subcultures were prepared to compare the effects of different culture conditions on Wnt signal levels. 1) Four subcultures of cells developed in the XAV-containing medium were prepared; a pair was maintained in the medium with XAV (X=>X) and the second pair without XAV (X=>O). The subcultures were separately maintained over a week with two to three passages. 2) Similarly, six subcultures of cells that had developed in the absence of Wnt antagonist/agonist were cultured pairwise in media with XAV (O=>X), without addition (O=>O), or with CHIR (O=>C). 3) Four subcultures of cells developed in the CHIR-containing medium were placed pairwise in the agonist-free medium (C=>O) or the CHIR-containing medium (C=>C). After a week of subculturing (i.e., the same chronological point as the establishment of the XN4, KN3, and CN4 lines), the sublines were examined for the expression of an anterior-characteristic gene *Otx2* and for a posterior characteristic gene *Hoxb6*.

These cell subcultures under conditions of altered Wnt signal inputs did not affect the anteroposterior characteristics of the genes. All X=>X and X=>O cultures maintained a level of *Otx2* expression, whereas *Otx2* expression remained very low in O=>X and O=>O cultures (Figure 6Ba). Similarly, all C=>C and C=>O cultures displayed high levels of *Hoxb6* expression, while *Hoxb6* expression in O=>C and O=>O cultures remained low (Figure 6Bb).

These observations indicate that the anterior and posterior regional characteristics imposed by the Wnt antagonist and Wnt agonist in the anterior epiblast-derived neural primordia had already developed during a week of culture. The stabilized anteroposterior and other characteristics of the NSC lines developed during the 4-week culture period.

### Single-cell transcriptome analysis of the NSC lines

The microarray data for the cell groups of the NSC lines presented in Figure 4 indicated that each NSC line has a relatively broad anteroposterior regional coverage. For instance, the XN1 line expressed the *Otx2*, *En2*, and *Hoxa* genes of HB regionality, covering the MB and HB regions. It is critical to determine whether the broad anteroposterior specificity is intrinsic to individual cells of the cell line or whether the cell lines are composites of separable subpopulations with narrower anteroposterior specificities. To address this issue, we performed single-cell transcriptome analysis (single-cell RNA-seq) of the four cell lines XN4, XN1, KN1, and CN4 (Figure 7). The uniform manifold approximation and projection (UMAP) of the single-cell transcriptome data indicated that individual cell lines formed tight clusters. 

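Principal components were computed from the 12 arrays of the 6 NSC lines, with genes centered and not scaled. PC1 carried 37.0% and PC2 23.1% of the variance. On PC1, XN4 lay apart at −153, CN4 at −34.2, CN1 at 21.7, KN3 at 30.2, XN1 at 58.7 and KN1 at 76.8. On PC2, XN1 was highest at 99.8, followed by XN4 at 35.0, CN1 at 22.4, KN1 at −15.9, CN4 at −69.7 and KN3 at −71.6. The distance between lines over all genes was smallest for KN3 and CN4, at 141, and largest for XN4 and KN1, at 243. Duplicates lay 50.1 to 93.8 apart. With all 22 arrays in place of the 12, which moved the shares most, PC1 carried 48.9% and PC2 18.8%. The coordinates depended on the arrays and the scaling of genes. Without replicate 1 of XN4, PC1 was −114 in XN4, −82.7 in CN4 and −17.0 in KN3. With genes at unit variance, KN3 lay at −34.6 on PC1.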

The arrangement of the four clusters representing the NSC lines, showing the relative distances among the cell states (Figure 7Aa), was consistent with the primary component analysis (PC1 and PC2) of the microarray data of the bulk transcripts (Figure 7Ab), indicating that the general features of the bulk transcriptomes are reflected in the single-cell transcriptomes.

**FIGURE 7:**
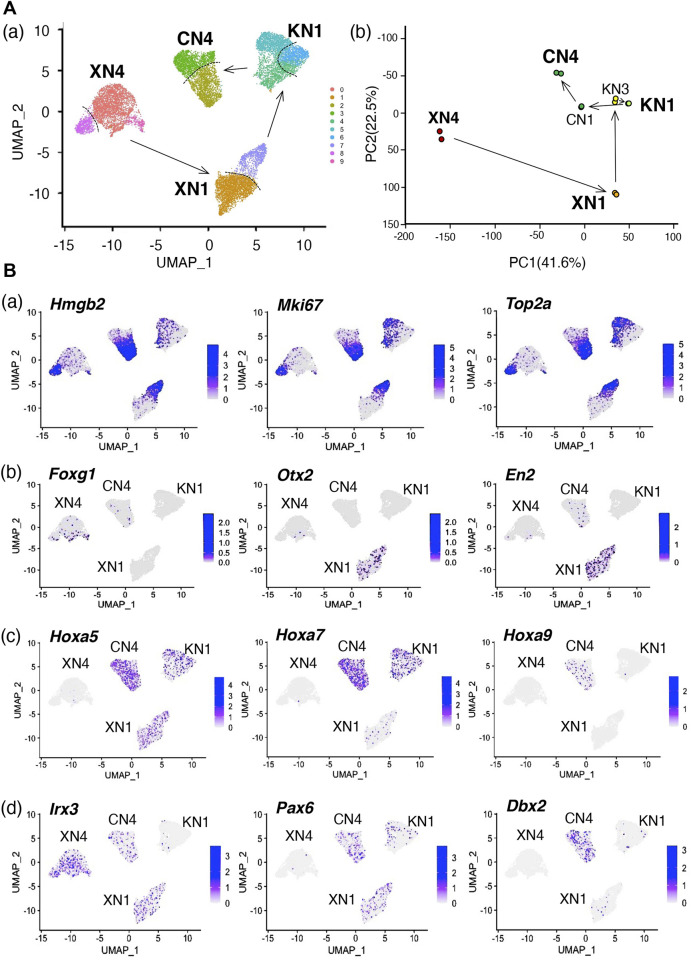
Single-cell transcriptome data in UMAP plots show that the NSC lines represent inseparable cell groups sharing each unique feature. **(A)** Transcriptome-based relationships among the NSC lines. (a) UMAP clustering of the single-cell transcriptome data of the XN4, XN1, KN1, and CN4 NSC lines. XN3 line was not included in the analysis, as the XN3 cells did not withstand dissociation into single cells as reported in Table 1. The arrows indicate the anteroposterior order of the NSC lines, as determined in Figure 4. The cells of individual NSC lines form tight clusters, divided into two main subclusters indicated by the dotted lines. As shown in (B) (a), these subdivisions represent different cell cycle phases. (b) Principal component (PC) analysis of the bulk transcriptome data of the six NSC lines using microarrays. Separate dots represent the data of replicate samples. The arrows indicate the anteroposterior order of the NSC lines. Enlarged characters indicate the NSC lines analyzed in Panel (a). The overall arrangement of the NSC line data in the PC1-PC2 projection is similar to the UMAP projections shown in Panel (a), indicating the consistency between the bulk and single-cell transcriptome analysis. **(B)** Various features of the NSC lines are displayed on the UMAP plot of cell clusters. The color scales are presented in a 2-based logarithm. Note that the gene expression-detected cells were distributed randomly within an NSC cluster in Panels (b–d). (a) The distribution of the G2-M phase-characteristic gene transcripts, *Hmgb2*, *Mki67*, and *Top2a*, concentrated in cells of one of the subclusters of the NSC clusters. (b) Distributions of brain domain-characteristic transcripts. *Foxg1*, characteristic of FB, was detected in the XN4 cluster, whereas the expression of *Otx2* (FB and MB) and *En2* (MB and HB) was conspicuous in the XN1 cluster. (c) Expression of an array of *Hoxa* genes with the anterior boundary of the expression domain in the CNS moving posteriorly with increasing gene numbers. *Hoxa5* expression was found in the XN1, KN1, and CN4 clusters, *Hoxa7* in the KN1 and CN4 clusters, and *Hoxa9* in CN4. (d) Expression of TF genes that are expressed in a dorsoventrally organized domain of the embryonic neural tube (see Figure 5). *Irx3* transcripts were distributed in cells of the XN4, XN1, and CN4 clusters, *Pax6* in the XN1, KN1, and CN4 clusters, and *Dbx2* in the CN4 cluster.

Each transcriptome cluster representing an NSC line was divided into two (or three at most) subclusters, indicated by the broken lines separating the subclusters in Figure 7Aa. However, these subclusters did not represent separable cell populations but the cells in different cell cycle phases. As shown in Figure 7Ba, one of the subclusters was filled with cells expressing *Hmgb2*, *Mki67*, and *Top2a*, which are characteristic of cells in the G2 to M phases (Pallier et al., 2003; Daniloski et al., 2019; Uxa et al., 2021).

Concerning the brain region characteristic genes (Figure 7Bb), the XN4 cluster contained *Foxg1*-expressing cells, and the XN1 cluster had cells with *Otx2* expression and *En2* expression. The cells where these transcripts were detected were distributed more or less randomly in the NSC clusters, indicating that the anteroposterior regionality does not divide the NSC clusters. Similarly, *Hoxa5*-expressing cells were abundant in the XN1, KN1, and CN4 clusters, *Hoxa7*-expressing cells in the KN1 and CN4 clusters, and *Hoxa9* specifically in the CN4 cluster, following the more posterior activation of *Hoxa* genes with larger numbers. Again, the cells with the detection of these *Hox* transcripts were distributed randomly in an NSC cluster.

Similarly, the cells with genes normally involved in the dorsoventral regionalization of the neural tube were distributed with the NSC clusters as units. *Irx3* transcript-captured cells were abundant in the XN4, XN1, and CN4 clusters, *Pax6*-captured cells in the XN1, KN1, and CN4 clusters, and *Dbx2*-captured cells in the CN4 cluster.

The random distribution of the cells with expression of TF genes for different anteroposterior characters in an NSC line cluster opposed the model that the NSC lines were composites of distinct subpopulations bearing narrow regionalities.

### Single cells express multiple genes representing a range of regional specificities

To clarify whether single cells simultaneously express genes representing different regional specificities, transcriptomes in individual cells were analyzed. The results are presented in Figure 8 using area-proportional Venn diagrams. The numerals indicate the percent of cells where the transcript was detected.

**FIGURE 8:**
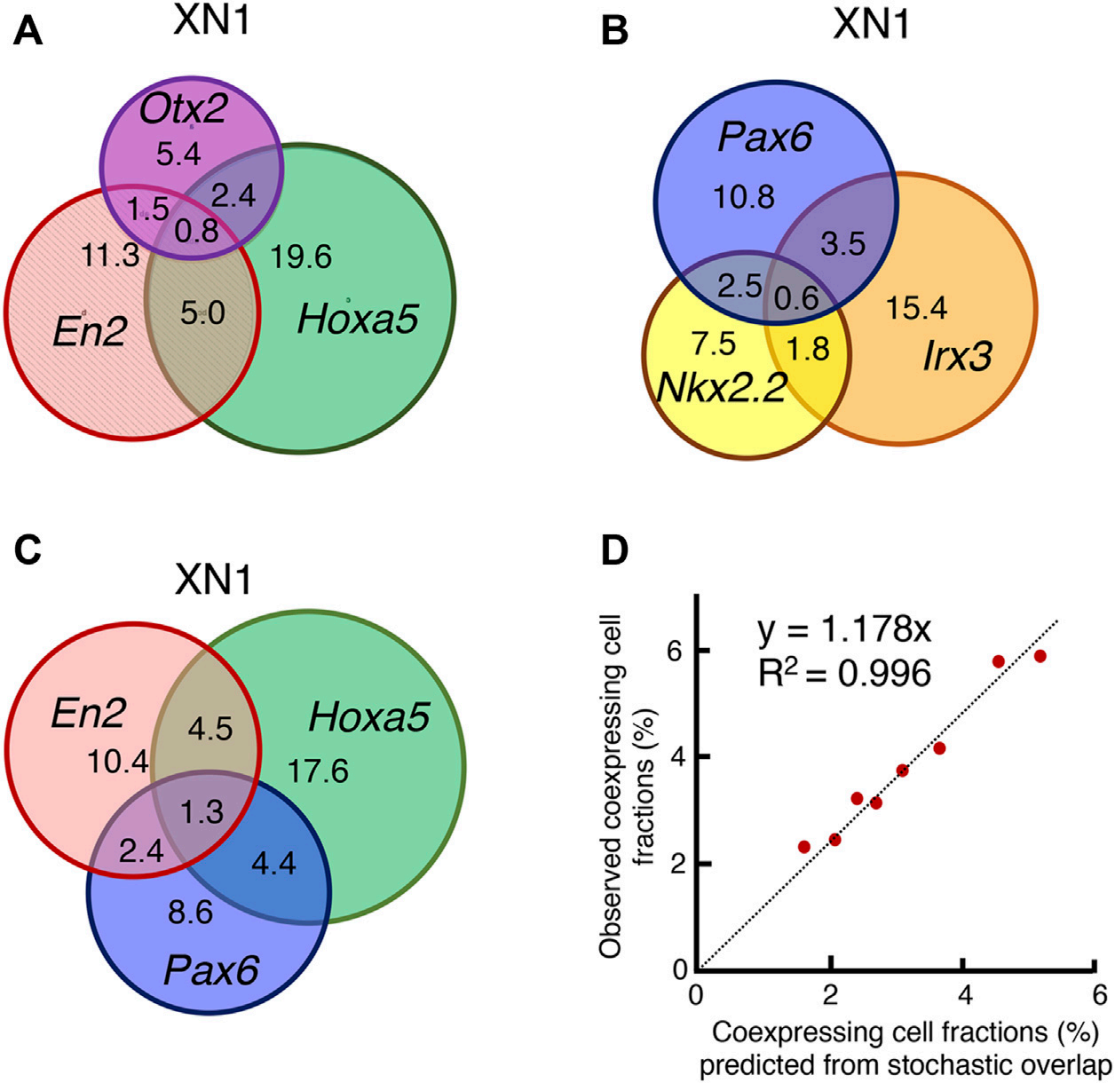
Analysis of transcripts in individual cells. **(A)** Among the XN1 cells, the fraction of cells in which the transcripts of *Otx2*, *En2*, and *Hoxa5* were found individually or in combination were scored and presented in an area-proportional Venn diagram. These three genes were expressed without correlation. A substantial fraction of cells coexpressed *Otx2* and *Hoxa5*, which does not occur in the CNS after E10.5 (Figure 4). **(B)** Similar analysis of the TF genes in XN1 cells involved in the dorsoventral specification of the embryos after E10.5. These genes were expressed without mutual correlations. **(C)** Similar analysis comparing the expression of anteroposterior specification of the CNS primordia (*En2* and *Hoxa5*) and *Pax6* involved in dorsoventral specification. These TF genes were also expressed without mutual correlations. **(D)** Testing the model of the stochastic and independent expression of these TF genes. The model predicts that an overlap of the expression of two TF genes occurs in proportion to the multiplication products of the frequency of one TF expression. The predicted and observed frequencies of the coexpression of the two TF genes were aligned on the regression Line y = 1.178x with *R* ^2^ = 0.996, supporting the model. The preferential representation of cells with higher global capture rates for gene transcripts accounts for a slightly higher value of the observed frequencies.

Figure 8A illustrates the expression and coexpression rates of *Otx2*, *En2*, and *Hoxa5* in the XN1 cell population. A substantial fraction of the cell population expressed two or three genes together without specific indication of coexpression preferences. Particularly noteworthy is the presence of cells expressing both *Otx2* and *Hoxa5* (3.2% among 45.3% of cells with transcript capturing of one of these TFs), with a cell population size larger than those with *Otx2*-*En2* coexpression (2.3%). Cells expressing *Otx2*, *En2*, and *Hoxa5* (0.8%) were also identified. The situation was analogous concerning the expression of TF genes, which are normally expressed according to dorsoventral regionalities (Figure 8B), and among the genes for anteroposterior regionalities (*En2* and *Hoxa5*) and dorsoventral regionality gene *Pax6* (Figure 8C). As the coexpression rates of two TF genes appeared to reflect the fraction of cells expressing individual TFgenes, we tested the model in which individual TF genes were expressed stochastically. Namely, if TF genes P and Q are expressed in the fractions p and q of the cell population, the coexpression frequency for P and Q is predicted to be p multiplied by q. Figure 8D compares predicted and observed TF gene coexpression frequency using data shown in Figures 8A–C. The data were on the regression Line y = 1.178x through the axis origin with *R* ^2^ = 0.996. The nature of single-cell transcriptome analysis accounts for the 17.8% increase in the rate of observed coexpression. The sequence read depths are highly variable among the cells. As the detection rate of coexpressed gene transcripts is higher in more deeply read cells, the observed coexpression rate becomes higher than the predicted rate based on the averaged detection rates of single TF genes. The same scenario also applies to the TF genes representing anteroposterior regionalities in the XN4, KN1, and CN4 NSC lines (Supplementary Figure S2).

Taken together, the transcriptome analysis at the single-cell level (Figures 7, 8) indicated that each NSC line consisted of cells bearing a range of anteroposterior specificities, which accounted for the microarray expression profile of the NSC lines, as displayed in Figure 4. The analysis identified cells expressing two or three such genes simultaneously and cells expressing single genes representing different regional characteristics. The statistical analysis indicated that the coexpression of multiple genes occurred stochastically, without a preference for anteromedial or medioposterior regional preferences.

## Discussion

### A strategy for modeling an early stage of anteroposterior specification in neural primordia

A study using chicken embryos for brain portion development (Yoshihi et al., 2022a; Yoshihi et al., 2022b) and spinal cord development (Figure 1) indicated that anteroposterior regional specificities are grossly specified at the epiblast stage, before neural plate development. In chicken embryogenesis, the CNS precursors in the Otx2-expressing, and hence N2-enhancer active, anterior epiblast first converge to the midline, as do other cells involved in gastrulation through the primitive streak. In contrast, in mouse embryos, the cell convergence process is missing; anterior epiblast cells develop *in situ* into brain tissues (Cajal et al., 2012), and only primitive streak-abutting cells ingress into the axial mesoderm compartment, at least during the early stages of gastrulation (Williams et al., 2012). Nevertheless Metzis et al. (2018), using an ESC-derived neurogenesis *in vitro* model, showed that the chromatin accessibility pattern of anteroposterior regional characteristics of the CNS primordia is established before neurogenesis initiates, indicating that early-stage anteroposterior specification is common between chicken and mouse embryogenesis. The model of the brain portions and the anterior spinal cord arising from a consecutive epiblast domain in mouse embryos without the involvement of NMPs, as in chicken embryos, has been supported by the presence of randomly labeled clones encompassing the brain and spinal cord without including somites (Tzouanacou et al., 2009). Additionally, the anterior region of the spinal cord must develop as a part of the anterior CNS without involving NMPs, as *Tbx6* ^−/−^ mutant embryos display NMP-dependent conversion of the paraxial mesoderm to extra neural tubes only at axial levels posterior to the seventh somite (Chapman and Papaioannou, 1998; Takemoto et al., 2011). Thus, anterior CNS domain specification appears to proceed similarly between chicken and mouse embryos, except that the mouse CNS precursors bypass the step of cell convergence toward the midline. Thus, mouse EpiSCs provide an excellent model for the early-stage specification of the anteroposterior regionality of the brain domains.

EpiSCs enter the neurogenetic process after removal of activin/Nodal signaling (Brons et al., 2007; Tesar et al., 2007; Iwafuchi-Doi et al., 2012). On the first day after activin removal, EpiSCs enter the transitory state between the epiblast and neurogenic states (Iwafuchi-Doi et al., 2012). We thus placed activin-free EpiSCs in medium containing EGF and FGF2, which may have resulted in the establishment of NSC lines representing an early stage of CNS development. We also manipulated the Wnt signal levels delivered to the NSC-generating EpiSCs using a Wnt antagonist and a Wnt agonist. We also manipulated the Wnt signal levels delivered to the NSC-generating EpiSCs using a Wnt antagonist and a Wnt agonist.

The activin-free, EGF and FGF2-supplemented culture conditions quickly changed the EpiSCs into neural cell populations in 1 week (Figures 2, 6), from which NSCs developed as cells adherent to gelatin-coated culture dishes (Figure 2). NSC lines with different morphological characteristics and culture requirements developed in 4 weeks (Figure 2B; Table 1). These were, in fact, NSCs, as they gave rise to neurons and glial cells under appropriate culture conditions (Figure 2C).

### Wnt signal-dependent anteroposterior regionality specification modeled in NSCs

Transcriptome analysis of the six NSC lines established under different Wnt signal inputs demonstrated that the characteristics of the NSC lines were ordered from anterior to posterior according to the Wnt signal input levels during the derivation of the cell lines. In the XN4 NSC line, where the Wnt signal input was the lowest with 10 µM XAV, *Foxg1*, characteristic of the anterior forebrain (Shimamura et al., 1997; Martynoga et al., 2002), was the prominent TF gene associated with low-level *Otx2* and *En2* expression (Figure 4A, Supplementary Figure S2). The XN1 line that developed under a lower concentration of XAV and hence a milder Wnt signal inhibition expressed *Otx2*, *En2*, *Hoxa5* (and other *Hoxa* genes with the anterior expression limit in the hindbrain), indicating that the regional specificity of the XN1 line covers the mid-hindbrain region.

KN3 and KN1 lines were established under culture conditions without a Wnt antagonist or agonist. This condition provided a unique situation in which cells responded to endogenous Wnt3 signaling. EpiSC-endogenous Wnt signaling was moderate and failed to activate *Bra* expression, whereas high *Bra* expression was induced by exogenous CHIR at 2 µM (Figure 6A). In addition, the EpiSC-endogenous Wnt signaling level likely fluctuates, as demonstrated for human ESCs (Moya et al., 2014), which resemble EpiSCs in many respects (Brons et al., 2007; Matsuda et al., 2017). KN3 cells expressed *En2* and cervical level-starting *Hoxa* genes more strongly than thoracic level genes and no *Hoxb* genes. In contrast, KN1 cells did not express *En2* but expressed high levels of cervical level *Hoxa5*, *6*, and *7* and anterior thoracic level-starting *Hoxa7* and *Hoxb* genes (Figure 4A). However, the KN1 cells did not express posterior thoracic level-starting *Hoxa9*. These observations indicated that the regional specificity of the KN3 cells covers the hindbrain to the cervical spinal cord, whereas that of the KN1 cells covers the cervical to the anterior thoracic level spinal cord. The differences in the regional coverages, although overlapping, are accounted for by the fluctuation of cell-endogenous Wnt signaling among EpiSCs.

The CN1 and CN4 NSC lines were established in the presence of 2 µM CHIR, which overrides endogenous Wnt signaling. The *Hox* gene expression patterns of the CN1 and CN4 lines were similar, presumably reflecting an equivalent level of exogenous Wnt signaling (Figure 4A). These NSC lines expressed thoracic level-characteristic *Hoxa9*, *Hoxa10*, and *Hoxc9* but did not express lumbar level-characteristic *Hoxc10* or *Hoxc11*. These observations indicate that the CN1 and CN4 NSC lines share regional specificities covering mainly the thoracic spinal cord.

During the derivation of CN4 or any other NSC lines, activation of the *Bra* gene was not detected (Figure 6A), indicating that NMPs are not involved in the derivation of these lines. However, the possibility of a transient activation *Bra* during the sampling intervals was not formally excluded. Presumably, the thoracic level spinal cord is the posterior limit of the CNS portion coverable by the NSCs derived from the *Otx2*-expressing (N2 enhancer-active) state of the epiblast; by increasing the CHIR concentration, no NSC outgrowth was observed. Spinal cord cells at the lumber and more posterior levels may develop fully from the NMPs. Presumably, in the range of thoracic levels, the origin of the spinal cord tissues gradually changes from the *Otx2*-expressing epiblast to NMPs. Concerning the chicken embryo case shown in Figure 1D, the posterior limit of the *Otx2*-expressing epiblast-derived spinal cord precursors is marked by the distribution of N2 enhancer-labeled cells.

### The early-stage characteristics and the anteroposterior regionalities in NSC lines

The anteroposterior regionalities of the above NSC lines already manifested after a week of culturing under the respective conditions (Figure 6Ac). These regionalities, once established, were maintained stably under culture conditions with different Wnt signal input levels, as shown in Figure 6B.

In contrast to the TF genes involved in the anteroposterior regional specification, those engaged in the dorsoventral specification in the neural tubes were expressed in a dysregulated fashion, presumably without any constraints (Figure 4), indicating that the NSCs were fixed at a stage earlier than when the neural plate begins to fold and the dorsoventral specification of the CNS cells starts. Interestingly, the expression of dorsal character TF genes, such as *Olig3* and *Pax3*, was generally very low. As Wnt signaling promotes dorsal side regional specification (Muroyama et al., 2002), the Wnt agonist CHIR would have promoted the expression of such genes if NSCs represented postneural plate developmental stages.

These observations were strongly in support of the following model: 1) the EpiSC-derived NSC lines produced by immediate exposure to the NSC-generating condition represent the neural precursor cell stage shortly after leaving the epiblast state; 2) at that stage, the gross anteroposterior regionalities are specified; and 3) the Wnt signal input levels in the cells are crucial to specifying the anteroposterior regionality. Thus, the early-stage anteroposterior regionality specification before neural plate development, as observed in chicken embryos (Figure 2A), was successfully modeled in mouse EpiSC-derived NSCs.

### Anteroposterior regionality range is associated with NSCs, a possible feature of the initial regional specification of neural primordia

The bulk transcriptome analysis of the NSCs summarized in Figure 4 indicated that individual cell lines were endowed with anteroposterior regional specificities reflecting the Wnt signal strength imposed during NSC derivation. However, the regional specificities had ranges. A critical question was whether these ranges reflect the composite of narrower specificity or reflect the character of individual cells.

The single-cell transcriptome analysis shown in Figures 7, 8 indicated that the NSC lines consisted of cells expressing TF genes of a given anteroposterior range. The study identified cells expressing one of the genes representing different regional characteristics within the regionality range and those expressing two or three such genes simultaneously. The statistical analysis indicated that the coexpression of multiple genes resulted from stochastic expression of individual genes without anteromedial or medioposterior regional correlations. A possible model to account for this observation is that individual cells have the potential to express all TF genes of the anteroposterior range characteristic of the cell line but express these genes transiently and stochastically, which may deserve further investigation.

Presumably, the characteristics of these NSC cells represent the initial phase of anteroposterior regionality specification in the neural primordium, although equivalent analyses have yet to be conducted using embryonic tissues. This study investigated six NSC lines that developed under discrete-level changes in Wnt signaling. In embryos, the Wnt signal levels will continuously change depending on the anteroposterior direction, and an array of neural primordia (possibly transient NSCs) bearing overlapping yet shifting regional specificities will be produced. These neural precursors may narrow their regional coverages in the cell population with slightly different regional specificities and during the course of neural plate formation.

The basic strategy in this study was to stabilize cells as NSC lines in a stage of neural development. We demonstrated that early-stage anteroposterior regionality is specified according to Wnt signal levels. In the mouse embryo CNS, various finer subdivisions are established by E11.5 (Bulfone et al., 1993; Shimamura et al., 1995; Shimamura et al., 1997; Gray et al., 2004; Berg et al., 2019; La Manno et al., 2021), which develop into functional CNS subdomains in adults (Thompson et al., 2014; Zeisel et al., 2018; Berg et al., 2019). These subdivisions will be generated under the intersections of various signaling pathways at different time points. The present approach may be widely useful in determining the elements of intersecting signaling and event chronology by changing the timing of exposure to the NSC-generating condition.

### Analogy with the anteroposterior regional specification of human PSC-derived neural crest cells

Anteroposterior regional specification reflecting differential Wnt signal input levels is not unique to neural plate precursors. Using human pluripotent stem cells, it has been shown that neural crest (NC) precursors are efficiently produced by 2 days of exposure to the Wnt antagonist CHIR, a condition for neural plate border cells (Thawani and Groves, 2020), and that NC cells develop after a 3-day incubation period (Leung et al., 2016; Gomez et al., 2019b; Heckland et al., 2019). Notably, lower-CHIR conditions enable the development of anterior characteristics, including *Otx2* expression in NC cells, while higher CHIR conditions elicit trunk-characteristic *Hox* gene-expressing NC development (Gomez et al., 2019a; Heckland et al., 2019). In the latter case, NC cells develop via NMPs coexpressing *Sox2* and *Bra* (Gomez et al., 2019a; Heckland et al., 2019), and combination with Fgf signaling enables the development of the posteriormost characters expressing *Hox13* paralogs (Heckland et al., 2019). The combination of high Wnt and FGF signaling is the condition needed to activate the *Sox2* N1 enhancer that regulates NMP cells (Takemoto et al., 2006; Takemoto et al., 2011).

The approach taken in our study was to stabilize the early stage of CNS precursors as NSC lines rather than promoting their progression into neural development. The time course of *Bra* and the *Hox* gene expression (Figure 6) indicated that the NSC lines likely did not pass through the NMP stage, possibly because these cells were incompatible with the EGF-FGF cosignaling condition. Overall, the anteroposterior regional specification processes appear to proceed analogously between the CNS and NC cells that develop in parallel in embryos, reflecting the Wnt signal input levels.

An important message derived from the study on human pluripotent stem cells by Leung et al. (2016) is that the Wnt signal has an additional role earlier than the anteroposterior regional specification of NC cells, i.e., to generate the NC cell lineage separable from the neural plate cell lineages in the presence of a sufficient level of the endogenous BMP signal; otherwise, human pluripotent stem cells develop into CNS cells (Leung et al., 2016). BMP signaling inhibits *Sox2* expression and neural plate development (e.g., Takemoto et al., 2006). In contrast, the entire population of mouse EpiSCs was found to develop into CNS cells two days after activin removal (Iwafuchi-Doi et al., 2012), indicating that EpiSC-derived cells exist under low-BMP conditions. This possible difference in the endogenous BMP level accounts at least partially for the lack of NC traits in the EpiSC-derived NSC lines investigated in this study.

## Conclusion

Figure 9 summarizes our strategy to capture the earliest stage of anteroposterior regional specification in the nascent neural primordium (Figure 9A) and its outcome (Figure 9B).

**FIGURE 9:**
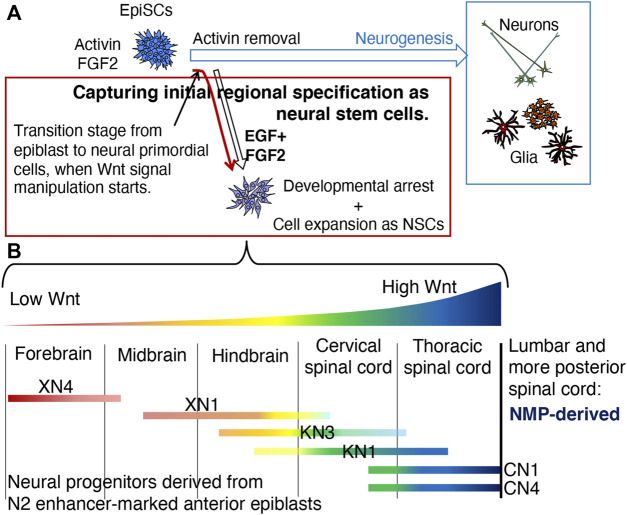
Summary of this study. **(A)** The strategy to capture the epiblast-to-neural transition stage and to assess the effect of differential Wnt signal levels on the anteroposterior regional specification of the neural primordia. Removing activin from the EpiSC culture medium initiates the neurodevelopmental process through a transition state on the first day of activin removal (Iwafuchi-Doi et al., 2012). Activin removal and placing EpiSCs in the EGF- and FGF2-continuing medium will generate NSC lines representing an early developmental stage of neural primordial cells. The manipulation of Wnt signal levels starting from the transition stage will result in the NSC lines representing the anteroposterior regional specification status of the early-stage stage neural primordia if the specification is under the control of Wnt signal strength. **(B)** Characterization of the NSC lines developed under different Wnt signal inputs. 1) The anteroposterior regional characteristics of the NSCs were arranged in the order of Wnt signal levels they were exposed to during NSC establishment; the lower, the more anterior, and the higher, the more posterior, confirming the participation of Wnt signal levels in the anteroposterior regional specification of the CNS. However, the initial regional specification represented by the NSC lines had an anteroposterior range, confirmed by the simultaneous expression of TF genes representing different anteroposterior levels. 2) The NSC lines that received a high level of Wnt signaling exhibited the characteristic gene expression profile of the thoracic SC but never those of lumbar and more posterior SC regions, indicating that the thoracic level is the posterior limit of regional characteristics attainable by the anterior epiblast-derived neural primordia. More posterior levels of SC likely develop from the NMP, which is derived from the posterior epiblast (Takemoto et al., 2006; Takemoto et al., 2011).

EpiSCs maintained in the activin- and FGF2-containing culture medium were freed from activin signaling to initiate neural development from EpiSCs via the transitory state that occurs a day after activin removal (Iwafuchi-Doi et al., 2012). The nascent neural primordial cells were placed in culture medium containing EGF and FGF2, a condition that expands early-stage neural primordial cells *in vitro* as NSCs. The activin-free cells were also exposed to different levels of Wnt signals to examine the possible involvement of Wnt signal levels in anteroposterior regional specification.

The six NSC lines established under different Wnt signal input levels were arranged in anterior-to-posterior order by CNS regionality, in concordance with the low to high Wnt signal input levels. However, the regionalities had anteroposterior ranges, indicated by the coexpression of TF genes associated with different anteroposterior levels. This feature may represent the nascent neural primordial state derived from the epiblast, although its validation using embryonic tissues is still needed. Thus, Wnt signal levels play determinative roles in the initial range specification of anteroposterior CNS regionalities; the regional specification in individual cells may be narrowed via cell‒cell interactions and additional molecular cues as neural development proceeds.

Even under a high Wnt signal level, represented by the CN1 and CN4 lines, the NSCs represented the thoracic level SCs but not the lumbar and more posterior levels. This result indicated that the thoracic SC is the posterior limit of the CNS tissues derived from the N2 enhancer-marked anterior epiblast in mouse embryos. SC of the lumbar and more posterior levels likely develops from NMPs derived from the posterior epiblast. The cellular mechanisms underlying the transition from anterior epiblast-derived SCs to posterior epiblast-derived SCs deserve future study.

## Materials and methods

### Chicken embryo electroporation and analysis of epiblast cell migration

St. 4 chicken embryos (Hamburger and Hamilton, 1951) isolated on a ring-shaped filter paper support were electroporated using the electrode setting described by Uchikawa et al. (2017) with 1 µg/µl N2-tkmCherry [a modified version of N2-tkmRFP1 (Uchikawa et al., 2017)] or a Supernova vector cocktail consisting of 1 µg/µL pK031 (TRE-CRE-pA), 0.5 µg/µL pK038 (CAG-LoxP-Stop-LoxP-GFP-IRES-tTA-pA) (Mizuno et al., 2014), and 0.4 µg/µL pTK-CAG-tTA (provided by Y. Takahashi) with four pulses of 8 V with 50 ms duration at 1 s intervals using CUY21SC (NEPAGENE, Ichikawa, Japan). The embryos were cultured on agar-albumen medium with the ventral side upward (Uchikawa et al., 2003; Yoshihi et al., 2022b). Time-lapse embryo images were recorded at 10-min intervals for 18 h under an AF6000 inverted microscope (Leica, Wetzlar, Germany). The trajectories of the Supernova-labeled cells were analyzed according to the method detailed by Yoshihi et al. (2022a).

### Mouse EpiSC and NSC cultures

EpiSC lines provided by Paul Tesar (Tesar et al., 2007; Iwafuchi-Doi et al., 2012) and Y62 line established from DBF1 epiblasts according to Sumi et al. (2013) were cultured under feeder-free conditions (Iwafuchi-Doi et al., 2012) and used to establish the NSC lines (Table 1). The basic culture medium was 50% DMEM (Sigma‒Aldrich, D6421)/50% Neurobasal Medium (Invitrogen, 21103-049), 0.004% BSA, with 2 mM L-glutamine, 0.5× N-2 (R&D, AR003) and 0.5 × B-27 (Invitrogen, 17504-044) supplements. The EpiSCs were cultured in basic culture medium with the addition of 20 ng/mL Activin A (PEPROTECH, 120-14), 10 ng/mL FGF2 (PEPROTECH, 100-18B), and 2 µM XAV939 and on a NunclonΔ surface coated with 10 µg/mL fibronectin (BD, 354008). NSCs were cultured in medium containing 10 ng/mL EGF (PEPROTECH, 100-15) and 10 ng/mL FGF2 in dishes coated with 0.2% gelatin (Sigma). When needed, 10 µM XAV939, 2 µM CHIR99021 (STEMGENT, 100-15), or 10 µM Y-27632 (Calbiochem, 146986-50-7) was added to the culture medium diluting the stock solutions prepared in dimethylsulfoxide (Table 1 and Supplementary Table S1). XAV939 was obtained from two different sources, Sigma‒Aldrich (X-3004) and Selleck (S1180). To transfer the cells, Accutase (Sigma or Nacalai) was used to dissociate cells except for the KN3 line, where the cell sheets were mechanically dissociated into cell clumps (Table 1). RNA was extracted from the cultures as described in Inamori et al. (2020). To differentiate the NSCs into neurons or glial cells, the dissociated cells were plated on uncoated dishes and cultured in basic culture medium for 3 days for neuronal development, or in medium containing 1% fetal bovine serum for 5 days for glial cell development. The cultures were fixed with 4% paraformaldehyde in PBS for 1 h and immunostained using the following combinations of primary and secondary antibodies: Tuj1 mouse monoclonal IgG (R&D MAB1195) and Alexa Fluor 488-donkey anti-mouse IgG (Abcam, ab150109); anti-O4 mouse monoclonal IgM (Sigma O7139) and Alexa Fluor 555-goat anti-mouse IgM (Invitrogen, A-21426); anti-GFAP rabbit polyclonal IgG (Santa Cruz SC-6170) and Alexa Fluor 568-donkey anti-goat IgG (Abcam, ab175704).

### Mouse E10.5 CNS tissues

FB, MB, HB, and CSC portions of the E10.5 CNS were isolated for comparison with the TF gene expression patterns of the NSC lines. The E10.5 stage was chosen because it is the developmental stage when the posterior-dominant Wnt expression profile is lost (Takemoto et al., 2016) and when the basic TF expression pattern in the CNS domains is established yet neurogenesis is minimal (Gary et al., 2004; Thompson et al., 2014; Andrews et al., 2019; Sagner and Briscoe, 2019). Two litters of E10.5 embryos of C57BL/6J mouse, with 5 and 6 embryos of the right stage, were dissected to isolate the embryonic portions containing FB, MB, HB, and the CSC (anterior to the forelimb bud). In PBS containing 10 μg/mL Dispase II (Wako) and 0.1% BSA, eyes, otic vesicles, and attached non-CNS tissues were removed. The separate CNS domains were pooled, and RNAs were extracted using TRIzol™ Plus RNA Purification Kit (ThermoFisher).

### Transcriptome analyses of cell populations

mRNA from biological replicates of the six NSC lines and four E10.5 CNS domains/portions were analyzed using SurePrint G3 Mouse GE Microarray 8 × 60K Ver. 2.0 (Agilent). The data were deposited in GEO with the accession number GSE237042. Principal component analysis of the data was performed using Subio software (Subio Inc., Amami, Japan). RT‒qPCR analysis of individual mRNA levels was performed as described in Inamori et al. (2020) using the primers described by Iwafuchi-Doi et al. (2012), except for Hoxb6 (Forward, TTC​CTA​TTT​CGT​GAA​CTC​CAC​CTT; Reverse, CCG​CAT​AGC​CAG​ACG​AGT​AGA) and Hoxa7 (Forward, ACG​CGC​TTT​TTA​GCA​AAT​ATA​CG; Reverse, GGG​TGC​AAA​GGA​GCA​AGA​AG) (Dickson et al., 2009).

### Single-cell transcriptome analysis

The NSC lines XN4, XN1, KN1, and CN4 in the growing phase were dissociated using Accutase, passed through a 20 µm cell strainer, suspended in 10x volumes of CellCover (Anacyte Laboratories) (Akiyama-Oda et al., 2022), and stored at 4°C for up to 2 weeks until the cells were processed for single-cell transcriptome library preparation. After washing in 50% DMEM/50% neurobasal medium with 0.004% BSA, the cells were loaded on a BD Rhapsody cartridge (BD Biosciences) to capture mRNAs of cells on isolated magnetic beads. Single-cell RNA sequencing libraries were prepared for each NSC line using a BD Rhapsody WTA Amplification kit (633801) according to the manufacturer-supplied protocol. The libraries were sequenced using Hi-SeqX (Illumina) for 150 b paired-end reads to gain Fastq data. The sequence data were processed using the BD Rhapsody WTA pipeline on the Seven Bridge Genomics platform (Tzani et al., 2021). R1 reads were used to gain transcript data in individual cells, and R2 reads were used to align them on the mouse mm10 (GRCm38) genome sequence. Then, spreadsheet data were produced for the captured transcript counts of each gene in each cell. The Seurat package in RStudio (v. 4.3.0) (Satija et al., 2015) was used to compare the four NSC lines using plots of uniform manifold approximation and projection (UMAP). After removing ribosomal protein and mitochondrial gene reads, the data for 4000 randomly selected cells from each NSC line library were normalized; then, the data were merged to compare the four cell lines. The transcriptome profiles in individual cells were analyzed using Modern CSV (https://www.moderncsv.com/) and Excel (Microsoft). The area-proportional Venn diagrams were drawn using eulerAPE (Micallef and Rodgers, 2014). The original and processed data were deposited to GEO with the accession number GSE239383.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO under GSE237042 and GSE239383

# Supplementary material for: Wnt signal-dependent antero-posterior specification of early-stage CNS primordia modeled in EpiSC-derived neural stem cells
**Source:** Front Cell Dev Biol. 2024 Feb 9;11:1260528. doi: 10.3389/fcell.2023.1260528
**Supplement:** Supplementary file 1

Supplementary Table S1. Summary of neural stem cell derivation and differentiation

|               |              |                                  | Addition to the basal neural stem cell medium |            |                 |   |    |                  |                 |   |                     |                  |                 |   |    |
|---------------|--------------|----------------------------------|-----------------------------------------------|------------|-----------------|---|----|------------------|-----------------|---|---------------------|------------------|-----------------|---|----|
|               |              |                                  | 10 $\mu$ M XAV929                             |            |                 |   |    | None             |                 |   | 2 $\mu$ M CHIR99021 |                  |                 |   |    |
|               |              |                                  | Derived NSC line                              | XAV source | Differentiation |   |    | Derived NSC line | Differentiation |   |                     | Derived NSC line | Differentiation |   |    |
| N             | O            | A                                |                                               |            | N               | O | A  |                  | N               | O | A                   |                  |                 |   |    |
| Experiment ID | Experimentor | Original EpiSC line (mouse line) |                                               |            |                 |   |    |                  |                 |   |                     |                  |                 |   |    |
| 0             | CB           | Tesar (129)                      | XN0                                           | A          | +               | + | nd | KN0              | +               | + | nd                  | CN0              | +               | + | nd |
| 1             | KN           | Tesar (129)                      | XN1                                           | A          | +               | + | nd | KN1              | +               | + | +                   | CN1              | +               | + | nd |
| 2             | KN           | Y62 (DBF1)                       | XN2                                           | A          | +               | + | +  | KN2              | +               | + | +                   | CN2              | +               | + | +  |
| 3             | YW           | Tesar (129)                      |                                               |            |                 |   |    | KN3              | +               | + | +                   |                  |                 |   |    |
| 4             | YW           | Tesar (129)                      | XN4                                           | B          | +               | + | +  |                  |                 |   |                     | CN4              | +               | + | +  |

XAV source: A, Sigma–Aldrich (X-3004), developing crystalline precipitates at 10  $\mu$ M after overnight culturing (See **Supplementary Figure 1**).  
 B, Selleck (S1180) without crystalline precipitates at 10  $\mu$ M.

Differentiation: N, Tuj1-positive neuronal cells; O, O4-positive oligodendrocytes; A, GFAP-positive astrocytes;  
 +, detected by immunofluorescence; nd, not determined.

# Supplementary material for: Wnt signal-dependent antero-posterior specification of early-stage CNS primordia modeled in EpiSC-derived neural stem cells
**Source:** Front Cell Dev Biol. 2024 Feb 9;11:1260528. doi: 10.3389/fcell.2023.1260528
**Supplement:** Supplementary file 2

Supplementary Figure S2

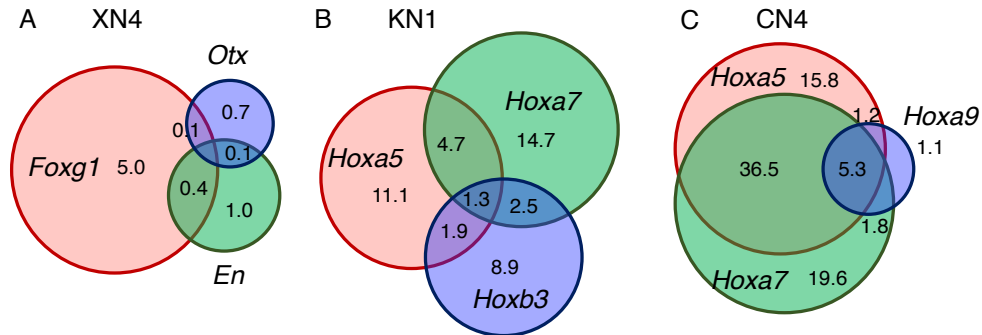

**Supplementary Figure S2. Statistics of cell fractions with transcript capture rates of single and multiple genes involved in the anteroposterior specification of the CNS primordia.** **A.** XN4 cell fractions expressing *Foxg1*, *Otx* genes, and *En* genes. As the transcript capture rates of *Otx2* and *En2* were very low, the transcript captures for *Otx2* or *Otx1* were combined as events for *Otx* capture. Similarly, *En2* or *En1* transcript captures were combined as *En* capturing to improve statistical significance. **B.** Analysis of *Hoxb3*, *Hoxa5*, and *Hoxa7* gene transcripts in KN1 cells. **C.** Analysis of *Hoxa5*, *Hoxa7*, and *Hoxa9* gene transcripts in CN4 cells. Testing the model of the stochastic and independent expression of these TFs using these data, as shown in **Figure 8D**, resulted in the regression Line  $y = 1.132x$  with  $R^2 = 0.999$ .

# Supplementary material for: Wnt signal-dependent antero-posterior specification of early-stage CNS primordia modeled in EpiSC-derived neural stem cells
**Source:** Front Cell Dev Biol. 2024 Feb 9;11:1260528. doi: 10.3389/fcell.2023.1260528
**Supplement:** Supplementary file 3

### Supplementary Figure S1

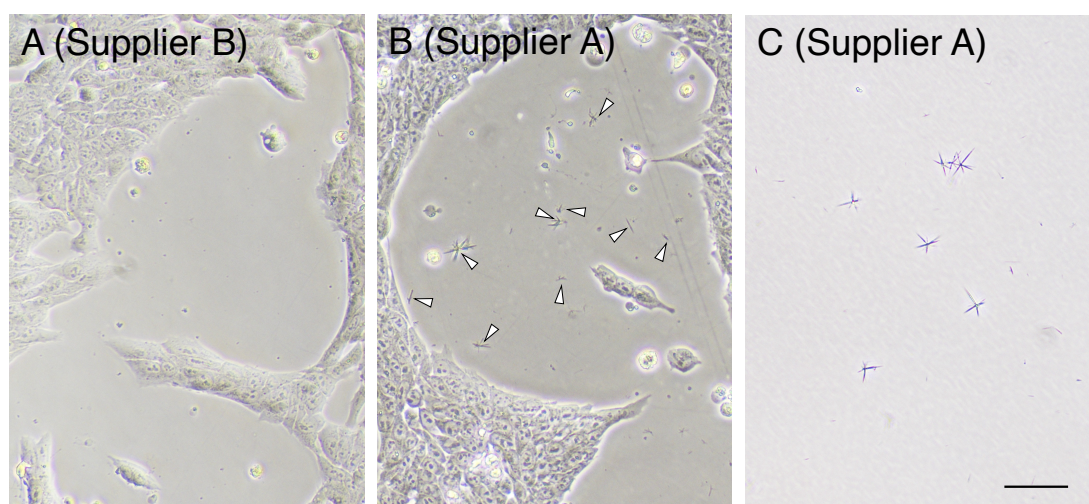

**Supplementary Figure S1. Crystalline precipitate development using XAV obtained from supplier A added to the culture medium at 10  $\mu$ M.** **A.** Culture of EpiSCs with 10  $\mu$ M XAV obtained from supplier B 24 h after plating the cells showed no development of XAV precipitates. **B.** Culture of sibling EpiSCs with 10  $\mu$ M XAV obtained from supplier A. Many crystalline precipitates developed, as indicated by the arrowheads. A cell-free region of the culture surrounded by cells is shown to facilitate crystal detection. **C.** An aliquot of the same solution of XAV obtained from supplier A was diluted with the culture medium and incubated without cells, showing the crystalline precipitates in the form of radially arranged needles. The crystals became detectable microscopically after 2 h of incubation and developed further during the 24 h incubation period. The bar indicates 50  $\mu$ m.

The difference in the 10  $\mu$ M XAV obtained from suppliers A and B regarding the development of crystalline precipitates was highly reproducible. Our interpretation of this observation is as follows. At 10  $\mu$ M, XAV in the culture medium at 37  $^{\circ}$ C is in an oversaturated yet metastable state. The impurities in XAV obtained from supplier A possibly act as nuclei for crystallizing the oversaturated portion of XAV. (According to the supplied data sheets, the purity is significantly higher for XAV obtained from supplier B). The effective concentration of XAV in the supernatant of the crystalline precipitates is equal to the saturation concentration of XAV in the culture medium.

How the deposited data were processed for this re-analysis (not part of the article)

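RNA of EpiSCs, 6 NSC lines derived from them (XN4 and XN1 with 10 µM XAV, KN3 and KN1 without additive, CN1 and CN4 with 2 µM CHIR) and 4 portions of the E10.5 central nervous system (FB, MB, HB and CSC) was measured on 22 single-color Agilent mouse arrays, 2 per group. The portions with one replicate number came from one litter. The single-cell RNA sequencing and the RT-qPCR of the paper were not analysed here.

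The authors deposited the scanner output of each array, from Feature Extraction 11.0.1.1, and a table of 1 value per probe and array. The deposited intensity of a spot is the signal after subtraction of the local background and correction of its spatial trend by the software, and it is not scaled between arrays. In the table, 56533 to 56574 of the 56605 probes per array were within 1% of these intensities, with repeated probes averaged. The output also gives the median signal of a spot, the median of its local background, and calls of whether a spot is well above background, saturated or not uniform. The paper's text names neither a normalization of these values nor a test for them.

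Control spots and spots called as outliers (56 to 159 per array) were left out, and the 300 probes with 10 spots each were averaged. No spot was saturated. RefSeq accessions of the annotation of GRCm38.p6 matched 32994 of 56605 probes to 22911 symbols, and the other probes kept the name in the files. The annotation was used for names and for the chromosome to which a gene belongs, not for positions. Intensities were log2 transformed, and the 75th percentile of each array was subtracted. On the intensity scale, this percentile was 468 to 772 with a median of 596. A gene was represented by its probe with the highest mean among those well above background on both arrays of at least 1 group, which left 29334 genes or transcripts.

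Groups were compared with limma 3.58.1 in R 4.3.3, with a mean for each of the 11 groups, 1 variance per gene over the 22 arrays and a trend of the variance with intensity. Genes were counted at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1 in size. The difference between CHIR and XAV was compared between the derivation series as (CN4 − XN4) − (CN1 − XN1). The slope on the Wnt signal input was fitted to the 6 line means. Trends of class means used the Jonckheere-Terpstra statistic with exact two-sided permutation over 90 arrangements, and 5 trends were adjusted together, of which 1 is not used here. Tables, permutations and principal components were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

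The genes named were fixed beforehand. They are the genes of the paper's microarray figures and text, 10 Wnt target genes, lists of Hoxd, other regional, neuromesodermal, neural crest, sex-linked and blood genes, and the 3 genes with the largest rise and the 3 with the largest fall of each comparison. The latter had to pass the threshold, be well above background on both arrays of the groups compared and have a symbol. Some genes of these lists are not used here.

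The comparisons were tested on simulated data with 29314 genes, of which 200 were changed. Of these, 181 were recovered for the NSC lines against EpiSCs, 165 for XN1 against XN4, 168 for KN1 against KN3, 167 for CN1 against CN4 and 140 for the difference between derivation series, with 2 to 8 false calls. For the slope on the Wnt signal input, 27 were recovered at a slope of 1 and 170 at a slope of 3.

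Whether replicate numbers pair the samples was checked by the correlation across genes of the deviations of same-numbered arrays from their group means. Among the 4 portions, which share litters, it was 0.110 to 0.298 in the 6 pairs of groups. Among the 6 NSC lines, whose numbers mark no shared unit, it was −0.127 to 0.0642.

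The alternatives tried were the normexp background correction (limma, offset 50) on the median signals of spot and background, since the files hold no mean signal, quantile normalization, the deposited table, no scaling, no filter on dim probes, the mean of all probes of a gene, no limit on the fold change, leaving out each array, the replicate number as a block, the slide as a block, and fitting only the groups compared. For the slope, they were 6 ranks, the derivation series as a block and arrays with the line as a random block. Precision is limited by 2 arrays per group, and by dim spots, since 54.4% to 62.6% of the spots of an array were well above background.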

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

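Of the tests in this part, those of a mixture of cells and of a faulty probe in XN4, and the share of genes past the threshold between CN1 and CN4, were chosen only after the result was seen. The comparisons, gene lists, alternatives and other tests were set before the data were examined.

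The difference between CHIR and XAV lines was not the same in the 2 derivation series. CN4 and XN4 belong to 1 series and CN1 and XN1 to another, and (CN4 − XN4) − (CN1 − XN1), tested itself with limma, was past the threshold in 6220 genes, 3028 positive and 3192 negative. The largest positive differences on the log2 scale were in Dcpp2 (9.33, standard error 0.33, adjusted p = 5.04e-12), Cacng5 (8.56, standard error 0.77, adjusted p = 2.02e-07) and Dcpp1 (8.55, standard error 0.56, adjusted p = 5.24e-09), and the largest negative ones in Ogn (−11.10, standard error 0.44, adjusted p = 1.83e-11), Aldh1a3 (−11.06, standard error 1.38, adjusted p = 8.18e-06) and Agtr2 (−10.17, standard error 1.45, adjusted p = 3.49e-05). Dcpp1 and Dcpp2 are paralogs, and their values are uncertain. Each series lay on its own slide, so that an additive shift between slides cancels in this difference. By the test set beforehand, 73.2% of the 6220 genes differed more between the 2 XAV lines than between the 2 CHIR lines, which is what a difference between the XAV lines needs. Over all genes, too, more differed between the XAV lines (7689) than between the CHIR lines (5108). Of the 6220, 68.8% were past the threshold between the XAV lines, and 33.0% were past it between CN1 and CN4, against 17.4% of all genes. The genes were chosen by a contrast that contains the differences of both pairs, so that none of these shares decides the cause. A difference between the XAV lines as the whole cause stays open. The 2 pairs lie on the same 2 slides, so that each of these shares includes any shift between slides. Open as well are the supplier of XAV, which differed between XN1 and XN4, and differences between lines derived independently, since each series gave 1 line per input.

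Of the 9 Hoxd genes, which the paper does not discuss, 4 were higher in NSC lines than in EpiSCs, where they were not well above background. The highest line was CN4 for all 4, with at least 16.3-fold for Hoxd3, at least 39.1-fold for Hoxd4, at least 217-fold for Hoxd8 and at least 19.4-fold for Hoxd9. Hoxd8 was also at 0.708 of its highest level in XN4, and Hoxd9 at 0.231, although XN4 had few other Hox genes. Cells of KN3, CN1 or CN4 mixed into XN4 would bring the other Hox genes of that line at the share of its Hoxd8, which was 0.708 to 0.831. Over 19 Hoxa, Hoxb and Hoxc genes well above background in these 3 lines, the median level in XN4 was 0.0158 of that in KN3 and lower against CN1 and CN4, which argues against such a mixture. Only Hoxb3 reached at least 50% of the share of Hoxd8, and it was 0.548 in EpiSCs as well on that probe. A second probe of Hoxd8 gave 0.703 in XN4, which argues against 1 faulty probe. Expression of Hoxd8 and Hoxd9 may therefore be a property of the XN4 line, as a hypothesis found and tested on the same arrays. For the other lines, no further explanation was tested.

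Of 13 further regional genes, 6 were higher in at least 1 NSC line than in EpiSCs. The highest line and its fold over EpiSCs were XN1 for Six3 (at least 2.95), KN1 for Lhx2 (75.9), XN4 for Emx2 (at least 10.3), KN3 for En1 (at least 9.90), CN1 for Gbx2 (68.5) and XN4 for Egr2 (277). EpiSCs lay on a slide with XN4, KN3 and CN4. A shift between slides is thus confounded with the line for XN1, KN1 and CN1, but Lhx2 in KN3 (44.6-fold) and Gbx2 in CN4 (48.3-fold) were high on the slide of the EpiSCs too. Six3 was not well above background in KN1 and CN1, on the slide of XN1. No other technical explanation and no biological one was tested for these genes.

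Of 5 neural crest genes, 3 were higher than in EpiSCs, with the highest line XN4 for each. Tfap2a was 3.76-fold, Snai2 23.5-fold and Twist1 at least 69.6-fold higher there. Twist1 was also at least 4.56-fold higher in XN1, 8.04-fold in KN3 and 6.18-fold in CN4. Of 6 neuromesodermal genes, T was at least 6.27-fold higher than in EpiSCs in KN1 and at least 2.77-fold in CN4. The medium of the EpiSCs held 2 µM of the Wnt antagonist XAV, so that they are not a baseline without additive. All 5 neural crest genes were well above background in the 4 embryonic portions, and T was so in the CSC. The arrays cannot tell neural cells from other cells of the dissected tissue. Whether these genes mark crest cells alone thus stays open. Whether crest or neuromesodermal cells account for the Hox genes of the CHIR lines was tested by genes well above background and higher in both CHIR lines than in the other 4 lines. This held for 0 of 5 neural crest genes and 0 of 6 neuromesodermal genes, and in both CHIR lines each crest gene was at most 0.0615 of its highest group, which argues against crest cells as the source. Of the neuromesodermal genes, 3 were well above background on both arrays of no group, so that their absence decides nothing, and neuromesodermal cells in the CHIR lines stay open. The paper's weekly RT-qPCR did not detect activation of T (Bra) in the derivation of CN4. It does not formally exclude a transient activation between samplings. What raises T and the crest genes in single lines was not tested.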

How the results depend on the processing

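In this part, only the slide shift taken from the other pairs and the other probe of Nanog and Hoxb3 were chosen after seeing the data.

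The counts of genes changed most with the background correction and the fold limit. With the normexp correction, they were 6197 for the NSC lines against EpiSCs (6176 shared with the 10901), 3730 for XN1 against XN4 (3692 shared with the 7689), 1524 for KN1 against KN3 (1492 shared with the 4813), 1682 for CN1 against CN4 (1656 shared with the 5108) and 3647 for the difference between derivation series (3534 shared with the 6220). With no fold limit and without this correction, the counts were 21585, 16693, 12873, 13343 and 10815 in the same order, which follows from counting smaller differences. With the correction and no fold limit, they were 19774, 15080, 10575, 10836 and 9312. The fall under the correction was thus smaller without the fold limit than with it. Its cause was not tested further. Under each other alternative run, the 5 counts stayed within 1.5 times the value reported. With each of the 22 arrays left out in turn, they ranged over 10752 to 11025, 7395 to 7954, 4424 to 4909, 4488 to 5225 and 5648 to 6628, the lone array of a group being assumed to vary like the others.

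For the slope on the Wnt signal input, limma on the line means gave 0 genes at an adjusted p under 0.05 and 1370 at an unadjusted p under 0.05. The unadjusted count was 1213 to 1597 and the adjusted count 0 with each array left out. With 6 ranks in place of 3 levels, 1 gene passed the adjustment. With the derivation series as a block, 0 passed and 1910 had an unadjusted p under 0.05. With arrays as samples and the line as a random block, 42 genes passed, and 1870 had an unadjusted p under 0.05. Those fits take the arrays of a line as samples. Of the 1370 genes, 727 rose and 643 fell, whereas with the deposited table, which is not scaled, 493 rose and 936 fell, so that the share of rising genes depends on the scaling.

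With the replicate number as a block, the counts were 10906, 7702, 4841, 5121 and 6252, and the slope with the line as a random block gave 32 genes. In the portions, where the number marks the litter, 5632 genes differed between portions with the block and 3163 without it, and the likeness of lines to portions was 0.413 in place of 0.531. No named gene's call changed under this pairing.

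The first principal component carried 30.9% of the variance with genes at unit variance and 48.9% with all 22 arrays, in place of 37.0%, and 30.7% to 39.7% with each array of the lines left out. The second carried 21.1% with no filter on dim probes, 25.4% at unit variance and 18.8% with all 22 arrays, in place of 23.1%, and 21.3% to 25.7% with each array of the lines left out. The cause was not tested.

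The likeness of the 6 lines to the CSC over the FB rose with the input in 11 in place of 12 of 12 comparisons, with an exact permutation p of 0.0667 in place of 0.0222, with the normexp correction, with the 500 genes of highest F and with Spearman's correlation. The cause was not tested. With each array left out, the comparisons were 12 of 12 each time. The difference between CHIR and XAV lines in this likeness, for which no p was computed, was 0.531, and 0.423, 1.009 and 0.242 in these 3 alternatives, and 0.518 to 0.662 with each array left out.

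Leave-one-out ranges were 6 to 7 of 12 for the dorsal class, 6 to 7 for the intermediate class, 11 to 11 for the ventral class and 9 to 10 for the Wnt target genes. Of the log2 differences of single genes recomputed, 862 kept their direction and their side of an adjusted p (limma) of 0.05, 4 newly passed it and 2 reversed. Those that passed it were En2 without 1 array, and with the normexp correction Hoxa10 (0.76) and Hoxa5 (0.86) in CN1 against CN4 and Hoxc9 in KN1 against KN3. Nanog in the NSC lines against EpiSCs reversed to −3.08 with the mean of its probes, from 2.10, since the 2 probes point in opposite directions. En2 in XN1 against XN4, 0.13 and not past the threshold, was −0.40 without replicate 1 of XN4 and 0.65 without replicate 2, so that 1 array decides it.

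Of the relative expression levels recomputed, 9022 stayed within the SD of their duplicates and 1071 moved by more. These totals are not a measure of stability, since 8206 of them came from leaving out 1 array. Most arrays do not enter a given level, so that most of these levels could hardly move, and 313 did. Of 373 levels each, 194 moved without scaling, 193 with the normexp correction, 103 with quantile normalization and 52 with the mean of all probes. The probe rule chose the other probe of Hoxb3 when any 1 of 5 arrays was left out (either of EpiSCs, either of XN4, or replicate 1 of XN1), and the level of Hoxb3 in XN4 then fell from 0.553 to about 0.0101. The number of levels of at least 0.1 was 141 to 145 with each array left out, in place of 144.

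With the slide as a block, the comparison of NSC lines with EpiSCs rests on XN4, KN3 and CN4, the lines on the slide of the EpiSCs. It gave 10589 genes, which is not a result for all 6 lines. The block could not be fitted for the 3 pairs, since each line lies on 1 slide, and it leaves the difference between derivation series the same, since an additive shift cancels. With the slide shift taken from the other 2 pairs removed, 6193, 3806 and 3662 genes differed between XN1 and XN4, KN1 and KN3, and CN1 and CN4, of which 4529, 1496 and 1487 had differed in the same direction before. The fold limit does not apply to the slope, whose count has none. The normexp correction used median in place of mean signals. Expression near the background limits all of these results, since intensities not well above background give no ratio but a bound.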

Differences from the paper's values

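In this part, only the other probe of Nanog and of Hoxb3 was chosen after seeing the values. The paper's levels in Fig. 5B were taken as the numbers printed there, with a reading error of 0.005 from rounding. Levels in its other figures were read by eye, with an error of 0.02.

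A level was taken to differ where its gap to the paper's value exceeded both the SD of the duplicates and the error of reading, the larger of the 2 values was over 1.5 times the smaller, and the gene was well above background on at least 1 of the 2 arrays or the paper's value was at least 0.05. Of 160 relative expression levels compared with Fig. 5B, 5 differed by this rule. The others were not all close, since 93 of the 160 lay within 0.02 of the paper's value and the largest gap was 0.212. Msx1 in CN4 was 0.00615, against the paper's about 0 in Fig. 5B. Irx5 in KN3 was 0.36, against the paper's about 0.24. Dbx1 in CN4 was 0.0158, against the paper's about 0.01. Olig2 in the HB was 0.00431, against the paper's about 0.01. Foxa2 in KN3 was 0.0211, against the paper's about 0.01. Of the alternatives set before the data were examined, the deposited table and no scaling between arrays brought all 5 within the paper's values, and under these settings none of the 160 differed. The normexp correction also did so for Olig2, and leaving out 1 array did so for Irx5 (replicate 1 of KN3 or replicate 2 of the MB), Dbx1 (replicate 2 of CN4) and Olig2 (replicate 2 of the HB). Quantile normalization and the mean of all probes did so for none of the 5.

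En2 in KN3 was 0.288, against the paper's about 0.19 in Fig. 4Aa. With quantile normalization (0.245), the deposited table (0.196), no scaling (0.196) and without replicate 2 of KN3 the values no longer differed, whereas with the normexp correction and the mean of all probes they did.

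Nanog in EpiSCs was 0.161, against the paper's about 1 in Fig. 3A. In the lines, it was 0.401 in XN4, 0.941 in XN1, 0.682 in KN3, 1 in KN1, 0.684 in CN1 and 0.598 in CN4, each against the paper's about 0. The mean of all probes gave 1 in EpiSCs. For the lines, none of the alternatives set before the data were examined closed the difference. The other probe of Nanog, chosen after seeing the values, gave 1 in EpiSCs and 0.00242 to 0.00567 in the lines, which no longer differed.

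Hoxb3 was 0.553 in XN4 and 0.445 in XN1, each against the paper's about 0 in Fig. 4Ac. It was 0.800 in KN3 against the paper's about 0.04, 0.630 in KN1 against the paper's about 0.33, 0.588 in CN1 against the paper's about 0.37, 1 in CN4 against the paper's about 0.62 and 0.530 in the FB against the paper's about 0.19. The mean of all probes closed the difference for XN1, and the normexp correction for CN1 and CN4. Leaving out any 1 of 5 arrays, either of EpiSCs, either of XN4 or replicate 1 of XN1, closed all 7, since the probe rule then takes the other probe. The other probe of Hoxb3 on all arrays, chosen after seeing the values, closed all 7 too. Quantile normalization, the deposited table and no scaling closed none.

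Some statements of the paper about genes also differ. The paper states that Nanog falls in all lines, whereas it was higher in the lines by 2.10 on the log2 scale on the probe with the highest mean. On its other probe, Nanog was at least 85.6-fold lower in the lines, as the paper states, so that the direction depends on the probe. The paper's RT-qPCR also found a fall of Nanog in the derivations of XN4, KN3 and CN4, which is the direction of the other probe. The paper states that XN4 has no Hox gene expression, whereas Hoxa2, Hoxb2 and Hoxb4 were well above background on both XN4 arrays at 0.00454 to 0.00614. The discussion of the paper states that KN3 has no Hoxb expression, whereas Hoxb2 and Hoxb4 to Hoxb9 were well above background on both arrays at 0.0232 to 0.0622. The results of the paper give KN3 genes of the HB class and low levels of the CSC and TSC classes, which include Hoxb genes. The paper states that KN1 lacks Hoxa9, which was well above background on 1 of 2 arrays at 0.213 and not on its other probe. For the regional genes, the paper places the lines in the range of the embryo, whereas in 13 of 24 genes the highest line exceeded the highest portion. These 13 include the 7 genes of the TSC class, Hoxc8 and Hoxc9, and the thoracic cord was not among the portions, so that the count does not compare them with their own domain. They also include Hoxb3, which on its other probe was highest in the CSC. The paper names Irx3 and Irx5 as the only dorsoventral genes that all lines share, whereas 8 of the 16 genes were well above background on both arrays of every line. At a level of at least 0.1 in every line, only Irx3 and Irx5 remained, as the paper states. Msx1 was 0.00292 in KN1, Pax6 was 0.0208 in XN4, and no ventral gene reached 0.1 in XN4.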

Other observations

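In this part, the tests of KN1 against the XAV lines in Wnt target genes, of shifts shared by probes, of the slide shift taken from the other pairs, of the size of the globin differences, and of chromosomes 18 and 19 were chosen only after the result was seen.

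The lines were compared with the embryonic portions over the 3163 genes that differed between the portions. For each gene, the mean of the lines was first subtracted from each line, and the mean of the portions from each portion. Each correlation thus depends on the other lines and portions as well. It is a relative contrast and does not measure how alike a line and a tissue are in absolute expression. The closest portion by Pearson correlation across genes was the FB for XN4 (r = 0.125), the MB for XN1 (0.104) and KN3 (0.0555), and the CSC for KN1 (0.135), CN1 (0.176) and CN4 (0.158). Genes are not independent replicates, so no p belongs to these. The correlation with the CSC minus that with the FB was −0.266 in XN4, −0.217 in XN1, −0.0457 in KN3, 0.178 in KN1, 0.257 in CN1 and 0.323 in CN4. It rose with the Wnt signal input in 12 of 12 comparisons (exact permutation p = 0.0222, the smallest that 90 arrangements allow). This is in line with lines of higher input being nearer to posterior portions, but 3 alternatives raised the p to 0.0667, and 6 lines are few. The closest portion of KN1, CN1 and CN4 was the CSC in every alternative. That of KN3 became the HB without either FB array, with the deposited table and with the 500 genes of highest F, and the FB with the normexp correction. XN4 was closest to the MB with that correction, and XN1 to the HB by Spearman correlation.

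The 10 Wnt target genes did not follow the input in order. Their mean log2 value was −0.64 in XN4, −0.96 in XN1, −0.75 in KN3, −1.78 in KN1, 0.21 in CN1 and 0.71 in CN4, and it was higher in the line of higher input in 9 of 12 comparisons (exact permutation p = 0.333, adjusted p = 0.556 over 5 trends). This p was the test set beforehand, and with 6 lines it leaves open whether target levels follow the input of the medium. KN1 lay below the lower XAV line, by −0.82, with 7 of the 10 genes lower than in XN1 and both KN1 arrays below all XAV arrays, which argues against an order by input over all 6 lines. Both CHIR lines lay above the other 4. No other explanation of the level in KN1 was tested.

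For the slope on the Wnt signal input, 21 of the 45 distinct arrangements of the 6 lines gave at least the 1370 genes with an unadjusted p under 0.05 of the real one, so that chance cannot be excluded for that number. The 4 arrangements with the most genes gave 3632 to 4571, and each placed 2 lines of 1 slide at one end and 2 lines of the other slide at the other end. With the derivation series as a block, series 1 against series 3 and 4 and thus the same split of the lines as the slides, 1910 genes had an unadjusted p under 0.05 and 0 passed the adjustment.

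The differences XN1 − XN4, KN1 − KN3 and CN1 − CN4, which share no arrays, went together. Their correlations across genes were 0.193, 0.331 and 0.51. Of 1568 genes past the threshold in all 3 pairs, 1228 or 78.3% moved the same way in all 3, against 25% for independent signs. This shared part cannot be told apart between a shift of the slides and the derivation series, because slide 2 holds the lines of 1 series. Shifts that arise probe by probe in hybridization or scanning would not recur on a second probe. Of 178 genes with a shift of at least 1 on one probe, 89.3% had the same sign on a second probe, which argues against such shifts as the whole cause. For KN3 − XN4 on one slide, 95.8% of 736 genes did. The shift correlated between the probes with r = 0.564, against 0.870 and 0.817 for differences within slides, so that a part specific to the probe stays open. Differences in the RNA or its labeling between slides stay open. Of the 7689 genes that differed between XN1 and XN4, 4529 stayed past the threshold in the same direction with the shift taken from the other 2 pairs removed, which argues against a shift common to the 3 pairs as the whole cause in that pair. Fewer stayed in the other pairs, 1496 of 4813 for KN1 and KN3 and 1487 of 5108 for CN1 and CN4. The subtraction also brings in differences of the other 4 lines, so that none of these numbers is taken as the share a shift leaves.

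Xist was well above background in EpiSCs and in 5 lines, at 0.487 to 1, but not in XN1, at 0.00746. The 4 Y-linked genes were not well above background on both arrays of EpiSCs or of any line, and they were in the embryos. Eif2s3y was so on 1 array of XN4. With a single line apart in Xist and no Y-linked signal, a swapped or mixed sample cannot be told apart from a change in the line, since no value marks the origin of the cells. X-linked genes in XN1 differed from the other lines by a median of 0.035 on the log2 scale relative to other genes, within the range of −0.072 to 0.062 over the other lines. This argues against 2 active X chromosomes in XN1 and is consistent with loss of the inactive X chromosome. Silencing of Xist alone stays open and was not tested.

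The 3 embryonic globin genes were well above background in all 4 portions and in no line. By the test set beforehand, blood differed between the portions for 1 of the 3, Hbb-y, with both FB arrays above all arrays of the other portions, so that blood cells in the dissected tissue are part of these samples. The largest ratio between portions was 1.47, for Hba-x. The regional genes differed between the highest and the lowest portion by 127-fold for Otx2 and 528-fold for En2, which argues against blood cells as the source of the regional differences.

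Genes annotated to chromosomes 18 and 19 were higher in CN1 than in the other lines, relative to all other genes. The median log2 difference was 0.29 over 345 genes of chromosome 18 and 0.21 over 454 genes of chromosome 19, and 75.7% and 74.0% of the genes lay above the median of the others. Of 10000 random gene sets of these sizes, 99.9% had medians of −0.074 to 0.072 and of −0.064 to 0.059. These chromosomes were picked out after all were seen, and random sets were drawn for them and the X chromosome alone. Chromosome 1 in CN1 (0.11) and chromosome 11 in XN4 (0.11) were the next highest. KN3 lay outside the range of its random sets in the other direction, at −0.093 and −0.11, and so did CN4 for chromosome 18, at −0.085, as far as a comparison with lines that include CN1 allows. In KN1 and XN1, on the slide of CN1, the largest median for these chromosomes was 0.068 in size and within the random range, which argues against a shift between slides. A gain of both chromosomes in part or all of the CN1 cells is a candidate explanation, found and tested on the same arrays. No karyotype was analysed here.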
